# The adrenergic-induced ERK3 pathway drives lipolysis and suppresses energy dissipation

**DOI:** 10.1101/gad.333617.119

**Published:** 2020-04-01

**Authors:** Rabih El-Merahbi, Jonathan Trujillo Viera, Angel Loza Valdes, Katarzyna Kolczynska, Saskia Reuter, Mona C. Löffler, Manuela Erk, Carsten P. Ade, Till Karwen, Alexander E. Mayer, Martin Eilers, Grzegorz Sumara

**Keywords:** lipolysis, ATGL/ERK3, obesity, MK5, FOXO1, PKA, adrenalin, UCP1

## Abstract

Obesity-induced diabetes affects >400 million people worldwide. Uncontrolled lipolysis (free fatty acid release from adipocytes) can contribute to diabetes and obesity. To identify future therapeutic avenues targeting this pathway, we performed a high-throughput screen and identified the extracellular-regulated kinase 3 (ERK3) as a hit. We demonstrated that β-adrenergic stimulation stabilizes ERK3, leading to the formation of a complex with the cofactor MAP kinase-activated protein kinase 5 (MK5), thereby driving lipolysis. Mechanistically, we identified a downstream target of the ERK3/MK5 pathway, the transcription factor FOXO1, which promotes the expression of the major lipolytic enzyme ATGL. Finally, we provide evidence that targeted deletion of ERK3 in mouse adipocytes inhibits lipolysis, but elevates energy dissipation, promoting lean phenotype and ameliorating diabetes. Thus, ERK3/MK5 represents a previously unrecognized signaling axis in adipose tissue and an attractive target for future therapies aiming to combat obesity-induced diabetes.

## Abstract (precis)

In this study, El-Merahbi et al. investigated new regulators of lipolysis, and using a high-throughput screen identified the extracellular-regulated kinase 3 (ERK3) in lipolysis regulation. They identified a downstream target of the ERK3/MK5 pathway, the transcription factor FOXO1, which promotes expression of the major lipolytic enzyme ATGL, and provide evidence that targeted deletion of ERK3 in mouse adipocytes inhibits lipolysis.

Adaptation to changes in nutrient availability is pivotal for the survival of living organisms. Adipose tissue is a central storage organ in the body. Upon nutrient ingestion, insulin promotes triglycerides (TG) synthesis and storage in the adipocytes. During food deprivation or increased energy demand, lipolysis of triglycerides (TG) stored in lipid droplets of adipocytes provides peripheral tissues with essential nutrients: free fatty acids (FFAs) and glycerol. Consequently, this leads to the reduction of adipose tissue mass. However, uncontrolled induction of lipolysis independently of the organism's nutritional demands is also associated with the development of multiple metabolic diseases including type 2 diabetes and cancer-associated cachexia (Haemmerle et al. 2006; Das et al. 2011; Arner and Langin 2014; Schreiber et al. 2015). Paradoxically, inhibition of specific components of lipolytic machinery can ameliorate diet and genetically induced obesity (Sekiya et al. 2004; Schreiber et al. 2015; Schweiger et al. 2017), indicating that induction of lipolysis can result in different physiological outcomes depending on the nutritional status of the organism. However, the signaling pathways that link the nutritional and hormonal status with temporarily controlled lipolytic response remain obscure.

So far, several hormones are known to regulate the rate of lipolysis in response to different physiological challenges. Catecholamines, acting through the β3-adrenergic receptor, represent major endocrine factors inducing TG degradation (Zechner et al. 2012). Recently, we proposed that gut-derived serotonin promotes lipolysis by acting through the HTR2B receptor (Sumara et al. 2012; El-Merahbi et al. 2015). These and other hormones, as well as several inflammatory mediators, activate assembly of the lipolytic machinery in the lipid droplets (Zechner et al. 2012). In contrast, insulin-induced signaling attenuates expression and activity of lipolytic enzymes and inhibits lipolysis rate (Zechner et al. 2017).

In the lipid droplets, three enzymes were described to mediate lipolysis: adipose triglyceride lipase (ATGL, also known as patatin-like phospholipase domain-containing protein 2), hormone-sensitive lipase (HSL), and monoglyceride lipase (MGL) (Zechner et al. 2012). As revealed by mouse genetic experiments, deletion of ATGL results in almost complete inhibition of FFAs and glycerol release, while silencing of HSL or MGL in adipose tissue have a moderate effect on lipolysis rate in mice (Osuga et al. 2000; Haemmerle et al. 2002, 2006; Taschler et al. 2011). Additionally, the rate of lipolysis is regulated by a number of lipid droplet-associated proteins including perilipins, CGI-58, and G0S2, which are required for efficient stimulation of lipolysis (Zechner et al. 2017).

However, signaling events inducing lipolysis in adipocytes in response to the catecholamines and serotonin stimulation remain poorly characterized. Activation of protein kinase A (PKA) is one known signaling event required for induction of lipolytic enzymes upon activation of the β3-adrenergic receptor. PKA directly phosphorylates HSL to induce its activity (Zechner et al. 2017). It also phosphorylates perilipin and CGI-58, which allows CGI-58 to get into a complex with ATGL and to activate this lipase (Zechner et al. 2017). However, how PKA can mediate the signaling maintaining the transcription of the lipolytic machinery in response to hormonal stimulation is not understood.

Therefore, we designed an unbiased screen to identify the factors that could control lipolysis. We reasoned that such a response is likely to occur rapidly through posttranslational mechanisms and chose to screen through genes encoding for all known protein kinases. Unexpectedly, we identified a high number of kinases potentially implicated in the regulation of lipolysis. Among them, silencing of *Erk3* resulted in the highest suppression of lipolysis rate. ERK3 (also known as MAPK6) is an atypical member of the MAPK family. ERK3 is a constitutively active kinase; therefore, its abundance determines the rate of substrates phosphorylation (Coulombe et al. 2003, 2004). In quiescent cells, ERK3 is subjected to rapid proteasome-mediated degradation (Coulombe et al. 2003, 2004). Interestingly, we demonstrated that β-adrenergic-induced PKA signaling stabilizes ERK3 by promoting the formation of the complex between ERK3 and MAP kinase-activated protein kinase 5 (MK5), which protects both kinases from degradation. Moreover, we demonstrated that ERK3/MK5 pathway activates the translocation of Forkhead box protein O1 (FOXO) to the nucleus, which promotes ATGL expression. Consistently, the deletion of *Erk3* in adipose tissue or inhibition of MK5 in mice results in a decrease of *Atgl* expression and lipolysis. Surprisingly, mice deficient for *Erk3* specifically in adipocytes are resistant to diet-induced obesity and diabetes but display elevated energy expenditure, suggesting that the balance between the nutritional demands and lipolysis rate is perturbed in the absence of ERK3. We propose that the ERK3/MK5 pathway represents a missing link downstream from PKA required for the fine-tuning of the lipolytic transcriptional signaling and an attractive target for future antiobesity and antidiabetic therapies.

## Results

### siRNA-based screen in adipocytes reveals ERK3 as a central regulator of lipolysis

We designed a screening strategy to assess the impact of kinase-mediated signaling on the rate of lipolysis evoked by the β-adrenergic agonist, isoproterenol (Iso.), and the HTR2B agonist, BW-723C86, in differentiated adipocyte-like cells 3T3L1 (Supplemental Fig. S1a). Cotreatment of adipocytes with Iso. and BW-723C86 resulted in maximal stimulation of glycerol and FFAs release (Supplemental Fig. S1c,d). We verified our screening strategy using siRNA-mediated silencing of ATGL. Indeed, depletion of ATGL resulted in a strong reduction of FFAs and glycerol release from adipocytes (Supplemental Fig. S1b–d). The primary screen revealed that silencing of 48 kinases resulted in decreased lipolysis (FFAs output), whereas depletion of 69 kinases enhanced it in 3T3L1-derived adipocytes (Supplemental Table 1). In a secondary screen (using a different set of siRNA pools) we confirmed that silencing of 28 kinases reduced glycerol and FFA release, while silencing of 23 enhanced it (Fig. 1A,B). Of note, *Prkar1a*, *Prkar2b*, *Ndrg1*, *Raf1*, *Lats2*, *Peg3*, and *Trib3*, which appeared in our screen, were previously implicated in the regulation of lipolysis and different aspects of adipocytes function (Curley et al. 2005; Qi et al. 2006; Kalderon et al. 2012; An et al. 2013; Cai et al. 2017; Torres-Quesada et al. 2017). These confirm the accuracy of our screening strategy.

**Figure 1.**
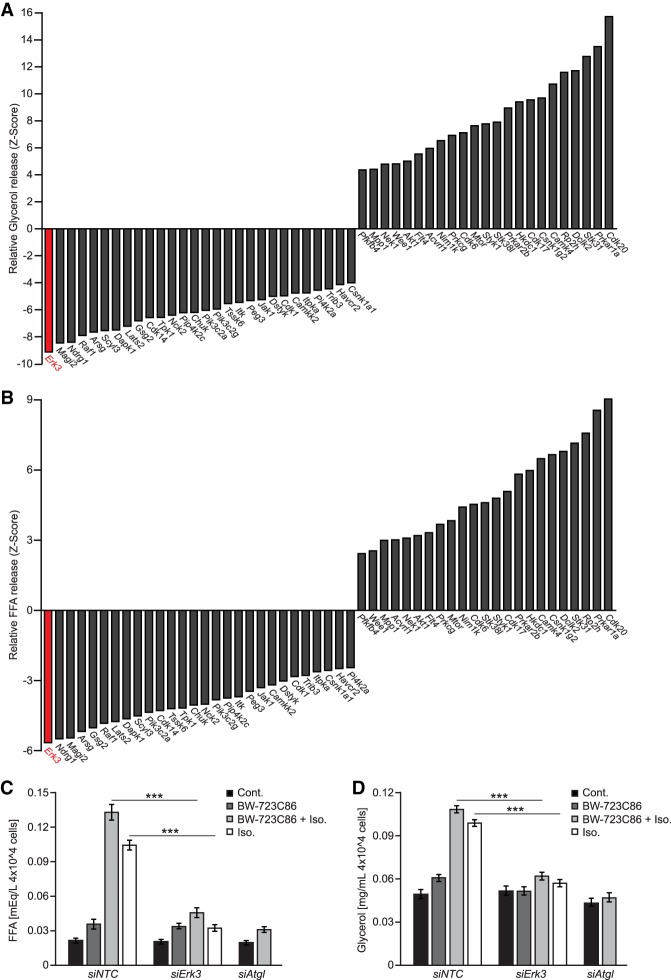
ERK3 is required for induction of lipolysis. (*A*,*B*) Relative rate of glycerol release (*A*) and FFA release (*B*) (Z-score; *n* = 4) from 3T3L1 cells transfected with the indicated siRNA pools. (siNTC) Nontargeting control. (*C*,*D*) FFA (*C*) and glycerol (*D*) release from stromal–vascular cell (SVC)-derived adipocytes transfected with specific siRNAs and stimulated with the β-agonist isoproterenol (Iso.) and/or the HTR2b agonist BW-723C86 as indicated (*n* = 3). Data are presented as average ± SEM, (***) *P* ≤ 0.001.

Interestingly, silencing of Extracellular regulated kinase 3 (*Erk3*) inhibited lipolysis to the largest extent in both screens (Fig. 1A,B; Supplemental Table 1). Consistently, silencing of *Erk3* in adipocytes derived from primary stromal vascular cells or 3T3L1 cells (by specific siRNAs and shRNA) resulted in almost complete suppression of glycerol and FFAs release evoked by β-agonists and HTR2B agonists (Fig. 1C,D; Supplemental Fig. S2C–G) comparable with the silencing of *Atgl* (Fig. 1C,D; Supplemental Fig. S2C,D).

### β-Adrenergic activation of PKA leads to stabilization of ERK3

In quiescent cells, ERK3 is subjected to rapid proteasome-mediated degradation (Coulombe et al. 2003, 2004). Consistent with this, incubation of adipocytes with proteasome inhibitors (Mg132 or lactacystin) stabilized ERK3 (Fig. 2A,B). In addition, incubation of adipocytes with β-adrenergic agonists (Iso. and CL316) also increased ERK3 levels (Fig. 2A,B), while mRNA levels of *Erk3* were unaffected (Fig. 2C). The abundance of ectopically expressed Myc-tagged ERK3 was also stabilized by the β-agonist and the proteasome inhibitor (Fig. 2D). Finally, blocking translation in adipocytes with cycloheximide decreased ERK3 levels over time, which was inhibited by Iso. (Fig. 2E). This demonstrates that β-agonists stabilize ERK3 at the protein level, likely via inhibiting its proteasomal degradation.

**Figure 2.**
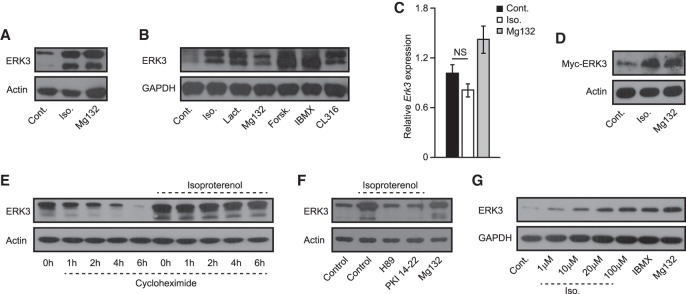
β-Adrenergic signaling promotes ERK3 protein levels in a PKA-dependent manner. (*A*,*B*,*F*) Western blot for ERK3 on differentiated 3T3L1 cells stimulated as indicated for 2 h. (Iso.) Isoproterenol; (proteasome inhibitor) Mg132 and lactacystin; (cAMP elevators Forsk.) Forskolin and IBMX; (PKA inhibitors) H89 and PKI 14-22. (*C*) Relative expression of Erk3 in 3T3L1 cells stimulated as shown for 2 h. (*D*) Western blot analysis of indicated proteins on 3T3L1-derived adipocytes expressing Myc-tagged ERK3 and stimulated as shown for 2 h. (*E*) ERK3 levels on 3T3L1 cell treated with cycloheximide for indicated time points and stimulated with Iso. for 2 h prior to cycloheximide treatment (*G*) Western blot analysis of indicated proteins on Hek293T cells stimulated as indicated for 2 h. *n* = 3 for each experiment. For graphs, data are presented as average ± SEM.

We next sought to identify the mechanism by which β-adrenergic agonists stimulate ERK3 levels and promote lipolysis in adipocytes. β-Agonists promote cAMP levels in cells, thereby activating protein kinase A (PKA) (Arner and Langin 2014). Indeed, the elevation of cAMP levels independently of β-adrenergic receptors (by forskolin or IBMX) was sufficient to stabilize ERK3 (Fig. 2B). Moreover, inhibition of PKA with either H89 or PKI 14-22 prevented β-agonist-induced stabilization of ERK3 in adipocytes (Fig. 2F). Additionally, stimulation with β-agonists, compounds promoting cAMP levels, or treatment with proteasomal inhibitors also stabilized ERK3 in Hek293 and undifferentiated 3T3L1 cells (Fig. 2G; Supplemental Fig. S3a). Thus, β-adrenergic stimulation promotes PKA-dependent ERK3 stabilization.

### PKA-mediated phosphorylation of MK5 promotes ERK3 stabilization and lipolysis

Formation of a complex between ERK3 and MK5 protects both kinases from degradation and leads to the activation of MK5 (Schumacher et al. 2004; Seternes et al. 2004). It has been also shown that PKA phosphorylates MK5 at Ser115 and might regulate the subcellular localization of MK5 (Kostenko et al. 2011). Interestingly, our primary screen revealed that silencing of *Mk5* reduced the rate of lipolysis (Supplemental Table 1). Therefore, we hypothesized that a PKA/ERK3/MK5 signaling axis may regulate lipolysis induced by β-adrenergic stimulation. Consistent with this hypothesis, we found that β-adrenergic stimulation also stabilized *Mk5* (Fig. 3A), which was partially blocked by PKA inhibition (Fig. 3B), as shown previously for ERK3 (Fig. 2F). Silencing of *Erk3* in adipocytes decreased the abundance of MK5 (Fig. 3C), while mRNA levels were unaffected (Supplemental Fig. S3b). Similarly, silencing of MK5 resulted in decreased abundance of ERK3 but did not affect its expression (Fig. 3D; Supplemental Fig. S3c). Consistently, silencing of *Mk5* significantly reduced FFAs and glycerol output from adipocytes upon β-agonist stimulation (Fig. 3E; Supplemental Fig. S3d). Thus, β-adrenergic-stimulated MK5 also promotes lipolysis in adipocytes.

**Figure 3.**
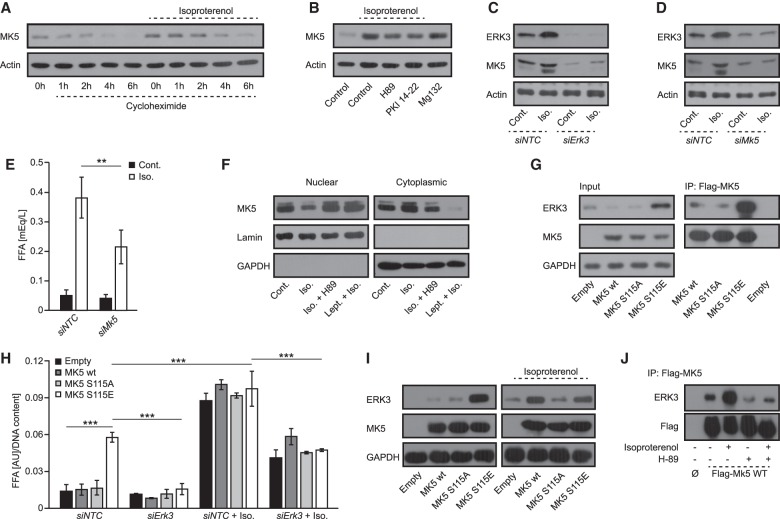
Stabilization of ERK3 by β-adrenergic stimulation requires PKA-dependent phosphorylation of MK5. (*A*) Western blot analysis for MK5 and actin after blockage of translation by cycloheximide for indicated time points, cells were pretreated with isoproterenol or vehicle for 2 h before the addition of cycloheximide. (*B*) Western blot analysis for MK5 on differentiated 3T3L1 cells stimulated as indicated (cycloheximide, isoproterenol, Mg132, and PKA inhibitors H89 and PKI 14-22) for 2 h. (*C*,*D*) Western blot analysis on ERK3 and MK5 protein levels in 3T3L1 adipocytes transfected with *Erk3*- or *Mk5*-specific siRNA respectively and compared with nontargeting control transfected cells. Cells were treated with vehicle or isoproterenol for 2 h before collection. (*E*) FFAs release from *Mk5*-depleted (siMk5) and nontargeting control (siNTC) 3T3L1 cells in response to stimulation with isoproterenol for 2 h. (*F*) MK5 levels in cytoplasmic and nuclear fractions of 3T3L1 cells treated as indicated for 2 h. (Lept) Leptomycin B. (*G*, *left* panel, input) ERK3 and MK5 levels in adipocytes transduced with MK5 mutants as shown. (*Right* panel) Immunoprecipitation (IP) using Flag antibody of indicated Flag-tagged mutants of MK5, followed by Western blot using specified antibodies against coprecipitated proteins. (*H*) FFA release from adipocytes expressing indicated MK5 mutants and transfected with specific siRNAs and treated as shown (for 2 h). (*I*) Western blot for indicated proteins on extracts isolated from cells expressing indicate mutants of MK5 stimulated as shown for 2 h. (*J*) IP using Flag antibody on extracts prepared from cells stimulated as indicated for 2 h, followed by Western blot for ERK3 and Flag. *n* = 3 for each experiment. For graphs, data are presented as average ± SEM, (**) *P* ≤ 0.01; (***) *P* ≤ 0.001.

PKA-dependent phosphorylation of MK5 promotes its translocation from the nucleus to the cytoplasm (Kostenko et al. 2011). This raises the possibility that, upon adipocyte stimulation, PKA-dependent phosphorylation of MK5 might allow for the formation of a complex between MK5 and ERK3 as well as stabilization of both kinases, and thereby induction of lipolysis. Consistent with this, stimulation of adipocytes with β-agonist resulted in redistribution of MK5 from the nucleus to the cytoplasm, which was abolished by PKA inhibition (Fig. 3F). Importantly, leptomycin B, which blocks nuclear export, prevented β-agonist-induced ERK3 stabilization (Fig. 3F; Supplemental Fig. S3e), indicating that translocation of MK5 to the cytoplasm is required for ERK3 stabilization. To test this directly, we generated phospho-deficient and phospho-mimetic mutants of MK5 on Ser115 (MK5-S115A and MK5-S115E, respectively). MK5-S115A localized primarily to the nucleus, while MK5-S115E displayed cytoplasmic localization (Supplemental Fig. S3f). Importantly, MK5-S115E mutation promoted the formation of a complex with endogenous ERK3 (Fig. 3G). Consistently, expression of MK5-S115E, but not wild-type MK5 or MK5-S115A, was sufficient to stabilize ERK3 (Fig. 3G,I) and evoke lipolysis even in the absence of β-agonist (Fig. 3H). Of note, the abundance and expression of different MK5 mutants were equal (Fig. 3G; Supplemental Fig. S3g). Ectopic expression of MK5 mutants also did not affect ERK3 at the transcriptional level (Supplemental Fig. S3h). Importantly, in cells stimulated with β-adrenergic agonist, overexpression of the wild-type form of MK5 was sufficient to stabilize ERK3 to a higher extent than in the control cells (Fig. 3I). Finally, β-adrenergic stimulation of adipocytes promoted the formation of the complex between MK5 and ERK3, while inhibition of PKA activity blocked this interaction (Fig. 3J). Taken together, these results indicate that PKA-dependent phosphorylation of MK5 on Ser115 is required to stimulate MK5 nuclear export and a complex formation with ERK3, which results in stabilization of both kinases and induction of lipolysis.

### The ERK3/MK5 pathway promotes nuclear translocation of FOXO1 to drive *Atgl* expression

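RNA sequencing covered differentiated 3T3-L1 cells, a mouse line that turns into adipocyte-like cells in culture. Cells of 4 libraries were transfected with siRNA targeting Erk3 (siErk3) and cells of 4 libraries with a nontargeting siRNA (siNTC), at 1.25 nM per square centimeter, and were used 48 h later. The paper's text does not say whether the 4 replicates of a group are separate differentiations, transfections or dishes, so the p-values measure only the spread between these samples. Libraries were made from poly(A) RNA with a kit that does not mark the strand. The authors deposited raw counts for 18088 mouse genes (build mm10), each above 1 CPM (counts scaled to library size) in at least 4 of the 8 libraries. Total counts were 9854522 to 9920350 per siNTC library (median 9883042.5) and 9887357 to 9943572 per siErk3 library (median 9915327.5). The counts were normalized by TMM and tested with edgeR's quasi-likelihood test for the 17972 genes that passed edgeR's default filter on low counts, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes are siErk3 over siNTC, and CPM values are after TMM. Erk3 is encoded by Mapk6 (ENSMUSG00000042688), on the minus strand of chromosome 9 of mm10 from 75369062 to 75410005. Its level was 579 ± 18.1 CPM (SD, n = 4 libraries) in siNTC and 69.6 ± 4.80 CPM (SD, n = 4) in siErk3 adipocytes. The siNTC libraries held 5344 to 5697 counts of Mapk6 and the siErk3 libraries 642 to 774. This is a log2 fold change of -3.06 (standard error 0.06, adjusted p = 2.09e-22 from edgeR's quasi-likelihood test), and every siErk3 library lay below every siNTC library (exact two-sided permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). A processed pseudogene of Mapk6 may share its reads. This is Gm49037 (ENSMUSG00000115248), on chromosome 14 from 33428642 to 33429025, and all 366 stretches of 19 bases in its sequence occur in Mapk6 transcripts. It fell with Mapk6, from 31.8 ± 2.83 to 2.84 ± 0.64 CPM (SD, n = 4 each).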

To identify the mechanism by which ERK3/MK5 promotes lipolysis, we subjected control and ERK3-deficient adipocytes to RNA sequencing. 

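Of the 12 genes of Fig. 4A, 7 were lower in siErk3 than in siNTC adipocytes, 1 was higher and 4 were not called at an adjusted p under 0.05 from edgeR. When adjusted over the list alone, 9 were lower and 1 was higher. The paper does not say how the genes of Fig. 4A were chosen. If they were chosen on these libraries, this count is not independent evidence. A wider list of 22 lipases, lipase cofactors and lipid droplet proteins was fixed without regard to these libraries, but shares 6 genes with Fig. 4A. Of its 20 measured genes, 13 were lower, 4 were higher and 3 were not called (14 lower and 4 higher when adjusted over the list alone). Besides Pnpla2, Lipe and Mgll, the lower genes included G0s2 and Hilpda (log2 fold changes of -1.15 and -0.715). The list was not sorted by whether a protein promotes or restrains lipolysis, so this count gives no direction for lipolysis itself. The median log2 fold change was -0.35 for the genes of Fig. 4A and -0.51 for the wider list. Against all other genes, limma's camera test with a preset correlation of 0.01 gave an adjusted p of 0.000564 for the first list and 3.02e-06 for the second. With the correlation between genes estimated from the libraries, neither list passed the threshold (adjusted p = 0.127 and 0.139 from camera). Atgl is encoded by Pnpla2 (ENSMUSG00000025509), on chromosome 7 of mm10 from 141455198 to 141460743. Its level was 2307 ± 128 CPM (SD, n = 4 libraries) in siNTC and 392 ± 8.79 CPM (SD, n = 4) in siErk3 adipocytes, from 20653 to 23061 counts per siNTC library and 3894 to 4090 counts per siErk3 library. The log2 fold change was -2.56 (standard error 0.06, adjusted p = 2.12e-21 from edgeR's quasi-likelihood test). Ranked by fold change, it was number 11 from the lowest of all genes tested. The values of the groups did not overlap (exact two-sided permutation test, p = 0.0286). Among the measured genes of the wider list that are not in Fig. 4A, Cidec, which encodes a lipid droplet protein, fell from 3219 ± 134 to 1368 ± 42.7 CPM (SD, n = 4 each), a log2 fold change of -1.23 (adjusted p = 1.30e-15 from edgeR). Abhd6, a monoacylglycerol lipase, rose by 0.42 on the log2 scale (adjusted p = 3.98e-06 from edgeR). Abhd5, the cofactor of ATGL, rose by 0.17 (adjusted p = 0.0165 from edgeR), a call that was lost without siNTC replicate 2 (adjusted p = 0.071) and with upper-quartile factors (adjusted p = 0.15).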

Global transcriptomic analysis revealed that ERK3 is required for expression of genes inducing lipolysis (Fig. 4A; Supplemental Fig. S4a). Consistently, qPCR confirmed the reduced expression of the major lipolytic enzyme *Atgl* (Zechner et al. 2012) in adipocytes depleted of *Erk3* or *Mk5* (Supplemental Fig. S4b). Similarly, ATGL protein was reduced in adipocytes depleted of *Erk3* (Fig. 4B).

**Figure 4.**
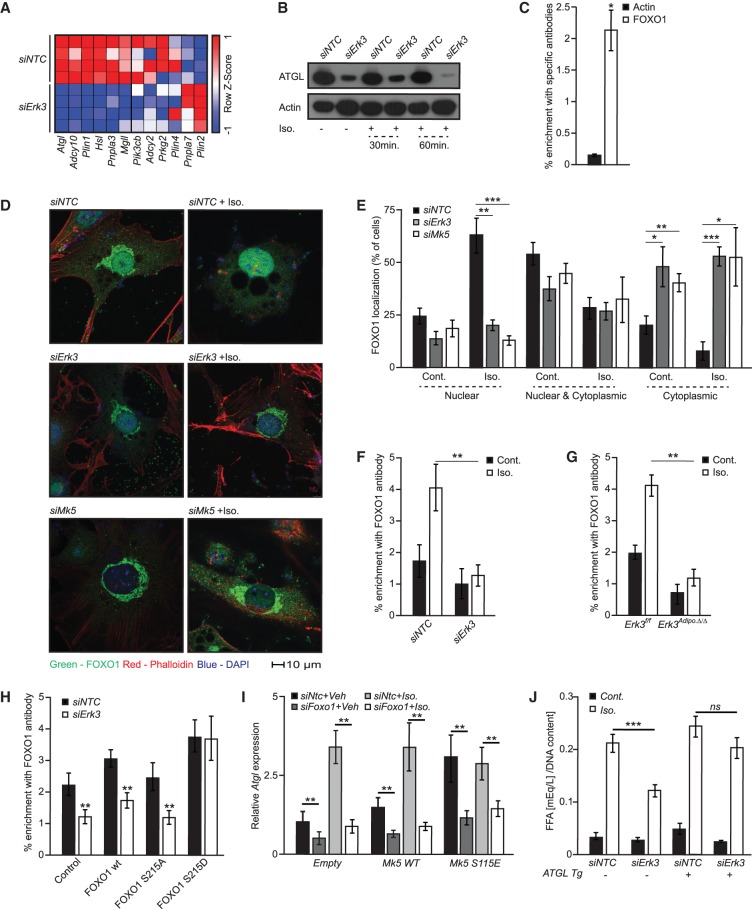
ERK3/MK5 promotes FOXO1-mediated transcription of Atgl. (*A*) RNA sequencing-based heat map of the expression patterns of indicated genes. (*B*) Western blot for ATGL on 3T3L1 adipocytes transfected with control or Erk3 siRNA and treated with Iso. for 30 or 60 min. (*C*) Chromatin immunoprecipitation of *Atgl* promoter using FOXO1 and actin antibody from 3T3L1 (*D*,*E*) Representative images of FOXO1 staining on 3T3L1 cells transfected with indicated siRNAs, stimulated as shown for 2 h and corresponding quantifications of specific localizations. (*F*–*H*) Chromatin immunoprecipitation of *Atgl* promoter using FOXO1 antibody from 3T3L1 cells transfected with Erk3 or NTC siRNA (*F*) and SVC-derived brown adipocytes (*G*) stimulated for 2 h as shown, or expressing specific FOXO1 mutants (*H*). (*I*) Relative expression of *Atgl* in 3T3L1 cells expressing the indicated mutants of MK5, transfected with NTC or *Foxo1*-specific siRNA and stimulated with Iso. for 2 h. (*J*) FFAs release from 3T3L1 cells ectopically expressing *Atgl* (Atgl tg), transfected with NTC or *Erk3*-specific siRNA and stimulated with Iso. for 2 h. *N* = 3–4 for each experiment. For graphs, data are presented as average ± SEM. (*) *P* ≤ 0.05; (**) *P* ≤ 0.01; (***) *P*≤0.001.

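The other genes called in the heat map of Fig. 4A changed less than Pnpla2 and, apart from Plin2, in the same direction. Adcy10 was measured near the lower end of the range, at 1.75 ± 0.32 CPM in siNTC and 0.64 ± 0.17 CPM in siErk3 adipocytes (SD, n = 4 libraries each), and had a log2 fold change of -1.44 (standard error 0.30, adjusted p = 0.000328 from edgeR's quasi-likelihood test). Plin1, which encodes perilipin 1, had a log2 fold change of -0.82 (standard error 0.05, adjusted p = 1.14e-12 from edgeR), from 1888 ± 33.4 to 1072 ± 18.7 CPM (SD, n = 4 each). Lipe, which encodes HSL, had a log2 fold change of -0.62 (standard error 0.05, adjusted p = 4.06e-10 from edgeR), from 1883 ± 60.2 to 1224 ± 44.6 CPM (SD, n = 4 each). Lipe lies on chromosome 7 from 25379527 to 25398710, and 4732471J01Rik on the other strand overlaps its exons. Without strand information reads of this pair cannot be told apart, and 4732471J01Rik had a log2 fold change of -0.62 as well. Pnpla3 fell by 0.44, Mgll by 0.43 and Pik3cb by 0.27 on the log2 scale (adjusted p = 1.14e-06, 0.000166 and 0.005 from edgeR). The exons of Mgll overlap those of Gm26588 on the other strand. Plin2 rose from 309 ± 12.9 to 377 ± 7.50 CPM (SD, n = 4 each), a log2 fold change of 0.29 (adjusted p = 4.09e-05 from edgeR). Adcy2, Prkg2, Plin4 and Pnpla7 did not pass the threshold, with log2 fold changes of -0.27, -0.26, -0.12 and 0.06 (adjusted p = 0.0736, 0.101, 0.0598 and 0.44 from edgeR). Plin4 shares an exonic stretch with Hdgfl2 on the other strand. The call of Pik3cb was lost with library sizes only (adjusted p = 0.0515), and Plin4 was called lower with DESeq2 (adjusted p = 0.0206). From these expression patterns, the paper concludes that Erk3 is required for the expression of lipolytic genes. Adipocyte genes in general also fell in these libraries. Of 21 measured in a fixed list that includes Plin1 and Lipe, 18 were lower and 2 were higher, with a median log2 fold change of -0.77. Pnpla2 fell more than any gene of that list, whose lowest value was -1.715. All 41 measured interferon-stimulated genes rose, with a median of 6.16. The lipolysis genes were not compared with adipocyte genes, so a fall specific to lipolysis was not tested.

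**Figure D1:**
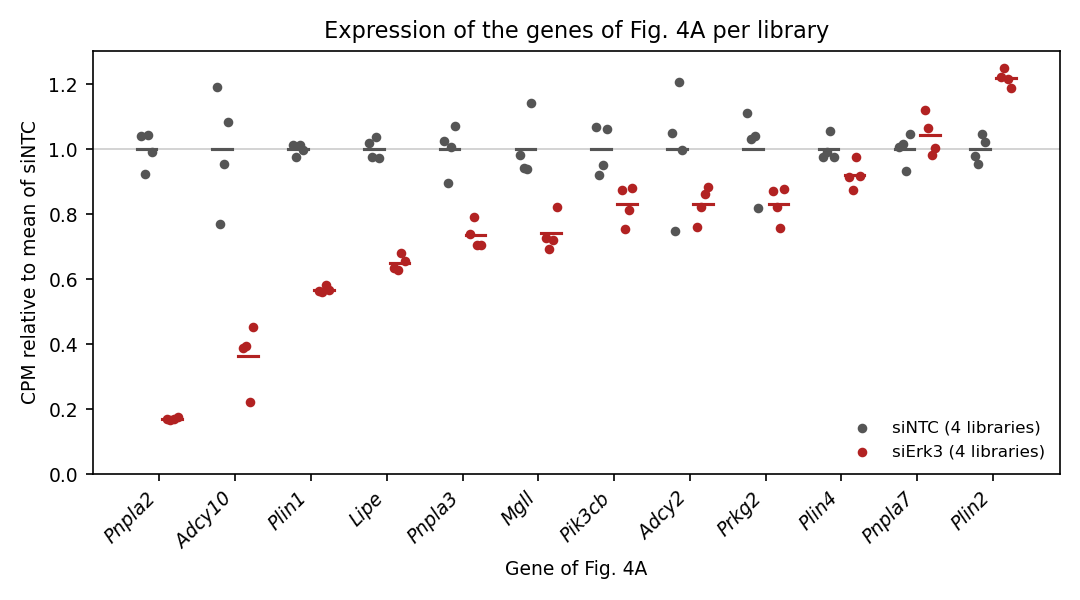
CPM of the 12 genes of Fig. 4A in each of the 4 siNTC and 4 siErk3 libraries, divided by the mean of the siNTC libraries of that gene, with genes ordered by log2 fold change. Points are libraries and short lines are group means, and the siErk3 points of Pnpla2 lie farthest below 1 while those of Plin2 lie above it.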

Forkhead box protein O family members are transcription factors that function broadly in regulating energy homeostasis, including insulin and glucose metabolism (Eijkelenboom and Burgering 2013). FOXO proteins can be phosphorylated by MK5, and FOXO1 was proposed to promote ATGL expression (Chakrabarti and Kandror 2009b; Kress et al. 2011; Chow et al. 2013). Consistently, we showed that FOXO1 binds to the *Atgl* promoter in adipocytes (Fig. 4C), and depletion of FOXO1 reduced *Atgl* expression as well as lipolysis (Supplemental Fig. S4b,c). MK5 phosphorylates members of the FOXO family on Ser215, which is conserved among all the FOXO members (including FOXO1) (Kress et al. 2011; Chow et al. 2013). We have generated phospho-deficient and phospho-mimetic mutants of FOXO1 (FOXO1 S215A and FOXO1 S215D, respectively). Importantly, FOXO1 S215A displayed primarily cytoplasmic localization while FOXO1 S215D localized mainly in the nucleus (Supplemental Fig. S4d). Silencing of either *Erk3* or *Mk5* in adipocytes reduced the nuclear localization of FOXO1 (Fig. 4D,E). Additionally, in ERK3-deficient white and brown adipocytes, we observed reduced binding of FOXO1 to the *Atgl* promoter (Fig. 4F,G; Supplemental Fig. S4e). Moreover, expression of the phospho-mimetic FOXO1 mutant (S215D), but not wild-type or phospho-deficient (S215A) FOXO1, restored binding to the *Atgl* promoter in adipocytes depleted of ERK3 (Fig. 4H). To further assess whether FOXO1 mediates β-adrenergic and ERK3/MK5-induced expression of *Atgl*, we have used adipocytes expressing MK5-S115E (which present increased abundance of ERK3) and wild-type form of MK5, depleted from FOXO1. As expected stimulation of cells with β-agonist or expression of MK5-S115E mutant resulted in induction of *Atgl* expression, which was ameliorated by silencing of FOXO1 (Fig. 4I). Next, we check whether the reintroduction of ATGL to the adipocytes is sufficient to restore the lipolytic rate in cells depleted from ERK3. In fact, overexpression of ATGL in 3T3L1 cells depleted from ERK3 restored the lipolysis rate induced by β-agonist to the level observed in wild-type cells (Fig. 4J). Altogether, these data suggest that ERK3/MK5 drives lipolysis by promoting FOXO1 nuclear translocation and FOXO1-dependent transcription of *Atgl*.

β-Adrenergic stimulation rapidly activates lipolysis. However, transcriptional events that are apparently used by EKR3/MK5 pathway require longer periods in order to be translated into biological effects. Therefore, we have assessed the detailed timing of β-adrenergic activation of ERK3. Already, 15 min after stimulation by β-agonist, ERK3 has been stabilized in adipocytes and the peak of its abundance has been observed from 2 to 8 h later (Supplemental Fig. S4g). Interestingly, β-adrenergic stimulation, induced *Atgl* expression already after 30 min and abundance of the protein was substantially increased 2 h later (Supplemental Fig. S4g,h). Of note, β-adrenergic induced expression and abundance of ATGL, but not the expression of *Mk5*, was ameliorated by the silencing of *Erk3* (Supplemental Fig. S4g–i). Although induction of lipolysis was rapid upon β-agonist, FFAs release kept increasing at later time points in control cells but not in the ERK3-deficient adipocytes (Supplemental Fig. S4j). Therefore, a β-adrenergic-induced ERK3/MK5 pathway is required rather for sustaining lipolysis after the initial phase of the TG release.

### Murine adipose tissue requires ERK3 to perform lipolysis

Next, we decided to investigate whether our finding of ERK3/MK5 pathway is also relevant in vivo. ERK3 is a constitutively active kinase (Coulombe et al. 2003, 2004) whose abundance is regulated during tissues and tumor development. Consistently, ERK3 has been implicated in lung development and in carcinogenesis (Klinger et al. 2009; Long et al. 2012). However, its role in adipose tissue has not been described. Food deprivation induces stress hormones (catecholamines) and, consequently, lipolytic response in adipose tissue depots, with the strongest response in epi-gonadal white adipose tissue (EpiWAT). Consistently, we found elevated ERK3 levels in EpiWAT of mice subjected to fasting (Fig. 5A). Similarly, β-adrenergic stimulation of mice led to an increase of ERK3 levels in EpiWAT (Fig. 5B), suggesting that ERK3 controls lipolysis rate also under physiological conditions.

**Figure 5.**
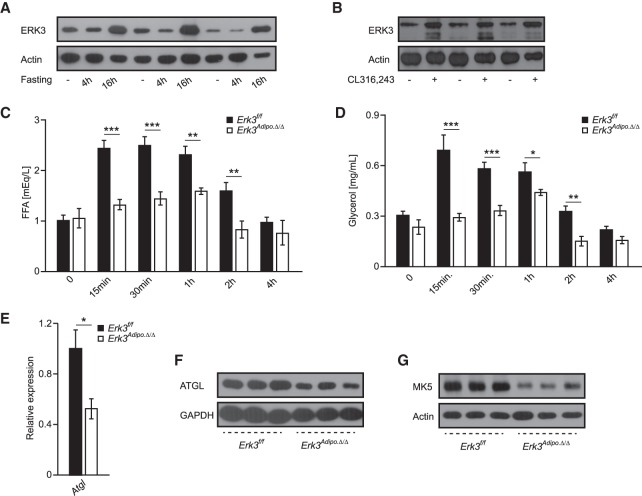
ERK3 is required for induction of lipolysis in adipose tissue of mice. (*A*) ERK3 protein levels in EpiWAT of mice fasted for indicated time points (*n* = 3). (*B*) ERK3 levels in mice injected with β-agonist CL316243 or vehicle control (*n* = 3). (*C*,*D*) FFAs and glycerol release in circulation respectively after injection of β-agonist (CL316243) for indicated times in mice with adipocyte-specific deletion of Erk3 (*Erk3^Adipo.Δ/Δ^*) or control animals (*Erk3f/f*) (*n* = 6). (*E*) Relative Atgl expression in EpiWAT from *Erk3^Adipo.Δ/Δ^* and control mice. (*F*,*G*) ATGL and MK5 levels, respectively, in EpiWAT isolated from *Erk3f/f* and *Erk3^Adipo.Δ/Δ^*. Data are presented as average ± SEM. (*) *P* ≤ 0.05; (**) *P* ≤ 0.01; (***) *P* ≤ 0.001.

To test whether ERK3 controls lipolytic response in adipose tissue, we generated mice deficient for *Erk3* specifically in adipocytes (*Erk3^Adipo.Δ/Δ^*) (Supplemental Fig. S5a,b). Consistently, with the results obtained in vitro β-adrenergic stimulation failed to induce FFAs and glycerol levels in the blood of *Erk3^Adipo.Δ/Δ^* mice, in contrast to control animals (Fig. 5C,D). Thus, ERK3 is required for stimulation-induced lipolysis in adipocytes in animals. Consistent with the mechanism of ERK3 action predicted based on in vitro data, deletion of ERK3 in adipocytes resulted in decreased *Atgl* transcription and protein levels and reduction in MK5 abundance (Fig. 5E–G). Thus, ERK3 is required for lipolysis in adipocytes in vitro and in vivo.

### Deletion of ERK3 in adipocytes promotes energy expenditure

Typically, reduced lipolysis leads to accumulation of fat tissue and the development of obesity and diabetes. Paradoxically, it has been shown that reducing ATGL action can also protect against diabetes (Haemmerle et al. 2006; Arner and Langin 2014; Schoiswohl et al. 2015; Schreiber et al. 2015). In addition to its role regulating *Atgl* expression, FOXO1 promotes differentiation of adipocytes and suppresses expression of uncoupling protein 1 (UCP1), which drives energy expenditure and therefore counteracts lipid accumulation (Nakae et al. 2003, 2008, 2012; Liu et al. 2016; Kita et al. 2019; Peng et al. 2019).

Because of the direct action of ERK3/MK5 complex on the FOXO1-mediated transcriptional signaling, we decided to test the impact of ERK3 on the development of obesity and diabetes in vivo. *Erk3^Adipo.Δ/Δ^* mice gained significantly less weight and presented reduced adiposity than control animals when fed a high-fat diet (HFD) (Fig. 6A; Supplemental Fig. S6a). Moreover, histological analysis revealed reduced adipocytes’ size and multilocular cells within subcutaneous adipose tissue (SubWAT) (Fig. 6B,C) as well as smaller lipid droplets in brown adipose tissue (Fig. 6D). *Erk3^Adipo.Δ/Δ^* mice also displayed improved glucose tolerance and insulin sensitivity (Fig. 6E; Supplemental Fig. S6c) when fed HFD. Interestingly, *Erk3^Adipo.Δ/Δ^* mice fed HFD presented strongly improved fasting glycemia and normalization of glucose during glucose tolerance test to the initial values strongly ameliorated the differences between genotypes (Supplemental Fig. S6b). In the case of insulin challenge, a relative drop in glucose levels compared with values at fasting was similar in *Erk3^Adipo.Δ/Δ^* and *Erk3^f/f^* mice (Supplemental Fig. S6d). On normal diet (ND), *Erk3^Adipo.Δ/Δ^* mice presented similar body weight gain as the corresponding control animals, while glucose clearance and insulin sensitivity were improved only due to the reduced fasting glucose levels (Supplemental Fig. S6e–i). These phenotypes prompted us to test the effect of ERK3 on energy expenditure. Indeed, *Erk3^Adipo.Δ/Δ^* mice fed HFD revealed increased energy expenditure when compared with control animals (Fig. 6F), while energy intake and voluntary movements were unchanged independently of the diet (Supplemental Fig. S6j–m). Elevated expression of *Ucp1* in different adipose tissue depots drives energy dissipation of adipocytes, which can increase the energy expenditure of the entire organism and prevent the development of obesity (Kajimura et al. 2015). In the HFD-fed *Erk3^Adipo.Δ/Δ^* mice, we found increased expression of *Ucp1* and associated genes in SubWAT and brown adipose tissue (BAT) (Fig. 6G; Supplemental Fig. S6n). Consistently, UCP1 protein levels were elevated in SubWAT (Fig. 6H). Moreover, silencing of *Mk5, Erk3* or *FoxO1* was sufficient to promote expression of *Ucp1* and associated thermogenic genes in adipocytes derived from SVC isolated from subWAT (Fig. 6I; Supplemental Fig. S6o) and BAT (Fig 6J; Supplemental Fig. S6p). Moreover, we showed that in response to β-adrenergic stimulation, FOXO1 binds to the promoter of *Ucp1* of white (Fig. 6K) and brown (Fig. 6L) primary adipocytes in ERK3-dependent manner. All of these suggest that ERK3/MK5/FOXO1 axis exerts negative feedback on *Ucp1* expression and presumably energy dissipation by adipocytes. Indeed, isolated primary brown adipocytes from *Erk3^Adipo.Δ/Δ^* mice had an increased oxygen consumption rate and decoupling activity (Fig. 6M,N). Negative energy balance generated by elevated *Ucp1* expression in adipose tissue of mice could be ameliorated by housing animals at thermoneutral conditions (Löffler et al. 2018). In fact, housing HFD fed *Erk3^Adipo.Δ/Δ^* mice and corresponding control animals at thermoneutral conditions resulted in similar body weight gain (Supplemental Fig. S6q). This suggests that *Erk3^Adipo.Δ/Δ^* mice are protected from HFD-induced obesity due to the increased thermogenesis.

**Figure 6.**
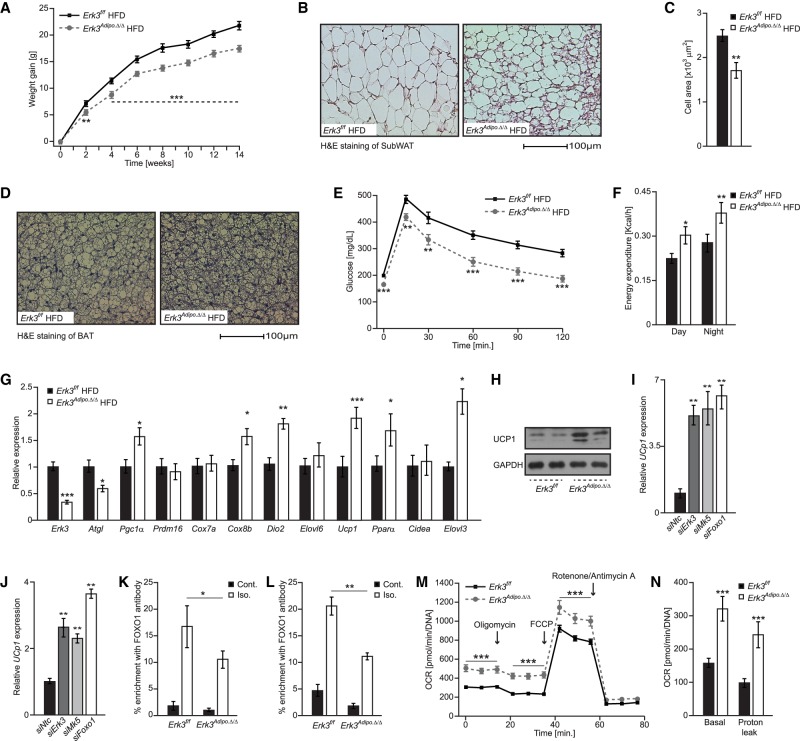
Deletion of Erk3 in adipocytes promotes energy dissipation and protects against obesity. (*A*,*E*) Bodyweight evolution and glucose tolerance test (GTT), respectively, on *Erk3^Adipo.Δ/Δ^* and *Erk3f/f* mice fed a high-fat diet (HFD) (*n* = 11). (*B*,*C*) Representative H&E staining of subcutaneous adipose tissue and quantification of the average adipocyte size of indicated mice fed HFD (*n* = 8). (*D*) Representative H&E staining of brown adipose tissue (BAT) on the indicated mice fed HFD. (*F*) Energy expenditure of *Erk3^Adipo.Δ/Δ^* and *Erk3f/f* mice fed HFD (*n* = 8). (*G*) Relative expression of indicated genes in SubWAT from the indicated mice (*n* = 6). (*H*) Western blot for UCP1 in SubWAT from *Erk3^Adipo.Δ/Δ^* and *Erk3f/f* mice fed HFD (*n* = 6). (*I*,*J*) Relative expression of Ucp1 in subWAT-derived (*I*) and BAT-derived (*J*) adipocytes depleted of specific proteins by siRNA (*n* = 4). (*K*,*L*) Chromatin immunoprecipitation of Ucp1 promoter using FOXO1 antibody from and SVC-derived brown adipocytes (*K*) and white adipocytes (*L*) stimulated for 2 h as shown (*n* = 4). (*M*,*N*) Oxygen consumption rate (OCR) in response to the indicated substances (*M*) as well as OCR annotated to the indicated cellular processes (*N*) in Erk3-deficient SVCs differentiated into brown adipocytes. Data are presented as average ± SEM. (*) *P* ≤ 0.05; (**) *P* ≤ 0.01; (***) *P* ≤ 0.001.

Thus, depletion of ERK3 inhibits lipolysis by reducing FOXO1-mediated ATGL expression but at the same time promoting *Ucp1* expression and energy dissipation by brown as well as white adipose tissue, thereby protecting against obesity and diabetes. By promoting FOXO1 nuclear localization, ERK3 may fine-tune the transcriptional response leading to stimulation of *Atgl* and reduction of *Ucp1* expression. Thus, at least in the context of HFD, FOXO1-dependent suppression of *Ucp1* expression and energy expenditure appears to exert a dominant role over ATGL-dependent lipolysis. Thus, *Erk3^Adipo.Δ/Δ^* mice provide us with the unique experimental model to test the physiological relevance of both transcriptional responses.

### Inactivation of ERK3 in obese mice prevents further body weight gain and improves insulin sensitivity

To corroborate this hypothesis, we tested whether deletion of ERK3 in mice with established obesity can inhibit further body weight gain and improve glycaemia. We have crossed ERK3^f/f^ with tamoxifen-inducible Adiponectin promoter-driven CRE line (*Erk3^Ind.Adipo.Δ/Δ^*) and induced deletion of ERK3 with tamoxifen administration after 9 wk of HFD feeding. After induction of ERK3 deletion in *Erk3^Ind.Adipo.Δ/Δ^* (Supplemental Fig. S7a), these mice did not further gain weight like corresponding control animals (Fig. 7A). Consistent with previous results, *Erk3^Ind.Adipo.Δ/Δ^* mice displayed elevated energy expenditure (Fig. 7B), but deletion of ERK3 did not influence food intake and voluntary movements (Supplemental Fig. S7b,c). As in the case of constitutive deletion of ERK3 in the adipocytes, induction of ERK3 removal in mice with established obesity resulted in elevated expression of *Ucp1* and other thermogenic genes in subWAT and BAT (Fig. 7C; Supplemental Fig. S7d,e). Remarkably, induced deletion of ERK3 in obese mice improved glucose tolerance and insulin sensitivity (Fig. 7D,E). Therefore, inhibition of ERK3/MK5 pathway might ameliorate obesity-induced diabetes. In fact, MK5 inhibitor (GLPG0259) has been already developed and approved for phase II clinical trial (Westhovens et al. 2013). One-week administration of GLPG0259 in mice significantly reduced β-agonist-induced FFAs and glycerol levels as well as *Atgl* expression compared with control animals (Fig. 7F,G). Finally, inhibition of MK5 resulted in the induction of thermogenic genes expression in subWAT and BAT (Supplemental Fig. S7f,g). Altogether, these indicate that inhibition of MK5 with GLPG0259 might be a valid strategy to target ERK3/MK5/FOXO1 pathway in adipocytes.

**Figure 7.**
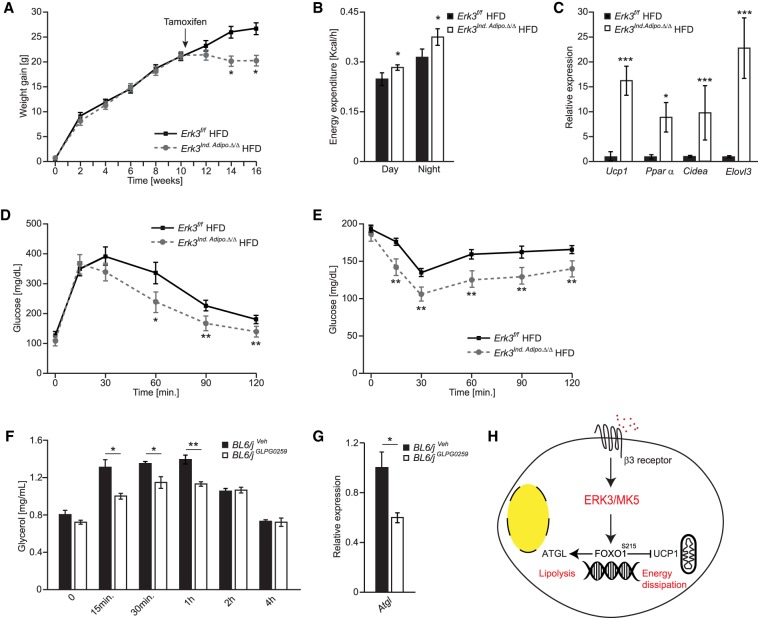
Inhibiting ERK3/MK5 pathway in obese mice promotes energy dissipation and prevents further body weight gain. (*A*–*E*) Bodyweight evolution (*A*), energy expenditure (*B*), expression of thermogenic genes (*C*), glucose tolerance test (*D*), and insulin tolerance test (*E*) of mice with inducible deletion of Erk3 (*Erk3^Ind.Adipo.Δ/Δ^*) and control animals fed HFD upon administration of tamoxifen at indicated time point. (*F*) Glycerol release in circulation after injection of β-agonist (CL316243) for indicated times in BL6/J mice that have been orally administered with GLPG0259 inhibitor (10 mg/kg) or vehicle control for one consecutive week (*n* = 5). (*G*) Relative Atgl expression in SubWAT from GLPG0259 administered mice and their respective vehicle control mice (*n* = 5). (*H*) Proposed model of action of the β-adrenergic-induced ERK3/MK5/FOXO1 pathway. Data are presented as average ± SEM. (**) *P* ≤ 0.005; (***) *P* ≤ 0.01.

Taken together, we identified a signaling axis that can link and fine-tune the transcriptional response leading to lipolysis and to energy dissipation in adipocytes. We speculate that inhibition of ERK3/MK5 signaling, which could be achieved by specific inhibitors, might represent an attractive strategy to ameliorate diabetes and obesity (Fig. 7H).

## Discussion

Aberrant activation of lipolytic machinery in adipocytes contributes to the development of obesity-evoked diabetes (Haemmerle et al. 2006; Arner and Langin 2014; Schoiswohl et al. 2015; Schreiber et al. 2015). Ablation of the major enzyme involved in the regulation of lipolysis, ATGL, in adipose tissue and in whole-body results in the increase of TG accumulation in adipocytes and improved insulin sensitivity (Trites and Clugston 2019). Paradoxically, pharmacological inhibition of major lipase ATGL by atglistatin has been shown to protect mice from the development of obesity and diabetes (Schweiger et al. 2017). However, atglistatin is not effective in humans (Schweiger et al. 2017). Therefore, there is an urgent need for identification of targets, inhibition of which would decrease the lipolysis rate and could potentially protect from the development of obesity-evoked diabetes. Kinases can be in general easily targeted by pharmacological agents. Here, we developed a screening strategy to identify kinases implicated in the regulation of lipolysis rate. Our primary and secondary screen revealed 50 kinases implicated in the regulation of lipolysis induced by adrenergic and serotonergic stimulation. Among them, several kinases were previously implicated in the regulation of lipolysis or adipocyte function. For example, our screen revealed that silencing of two regulatory subunits of multisubunit complex of PKA (*Prkar1a* and *Prkar2b*, which inhibits PKA activation) (Torres-Quesada et al. 2017) enhances the lipolysis rate. On the other hand, silencing of *Ndrg1*, *Raf1*, *Lats2*, *Peg3*, and *Trib3*, which were previously shown to promote lipolysis or to regulate other aspects of adipocytes function (Curley et al. 2005; Qi et al. 2006; Kalderon et al. 2012; An et al. 2013; Cai et al. 2017), resulted in inhibition of lipolysis. These results confirm the appropriate design and relevance of our screen. Among the known factors not identified in the screen were the classical members of MAPK family, extracellular-regulated kinase (ERK) 1/2 and c-Jun N-terminal kinase (JNK) 1/2/3 reported previously to promote triglycerides degradation in adipocytes (Greenberg et al. 2001; Gehart et al. 2010; Hong et al. 2018). This might be explained by the fact that in our screen we silenced each of the isoforms of a given family of kinases separately. Since members of the MAPK family presents high homology, high redundancy in function can occur between different isoforms. Alternatively, in our screen, we stimulated lipolysis with a mixture of β-adrenergic and HTR2B agonists, which might not necessarily lead to the activation of classical members of the MAPK family. Excitingly, the screen revealed that atypical member of MAPK family, ERK3, is a critical regulator of lipolysis. We showed that deletion of ERK3 in adipose tissue of mice suppressed the production of FFAs and glycerol in response to the β-adrenergic stimulation, ultimately confirming results from the screen.

ERK3 is a constitutively active kinase (Coulombe et al. 2003, 2004) whose protein levels are tightly regulated. We show that in adipocytes ERK3 activity correlates with its abundance. Moreover, we propose a mechanism whereby the formation of a complex between ERK3 and MK5 kinase depends on β-adrenergic-induced PKA activation and promotes the stability of both kinases. In line with our model, β-adrenergic stimulation promotes interaction between MK5 and ERK3. Similarly, the phosphomimetic mutant of MK5 (MK5-S115E) presented a higher affinity to endogenous ERK3 than the wild-type form of MK5 in the unstimulated cells. However, the expression of phosphomimetic mutant of MK5 also induced stability of ERK3, therefore, theoretically enhanced interaction between MK5 and ERK3 might be a result of increased availability of these proteins. These results provide the first link between adrenergic signaling and atypical MAPKs and define ERK3/MK5 as crucial components of adrenergic-induced signaling. Moreover, our data confirm published evidence that ERK3 is subjected to ubiquitin–proteasome-mediated degradation (Coulombe et al. 2003, 2004). In future, it will be important to understand the molecular mechanisms by which the formation of a complex between ERK3 and MK5 protects both kinases from proteasome-mediated proteolysis.

Our results demonstrate that β-adrenergic-induced ERK3/MK5 pathway promotes lipolysis by driving the expression of major lipase, ATGL, in a FOXO1-dependent manner. These data explain how β-adrenergic signaling is linked to the transcription of lipolytic enzymes in particular FOXO1-dependent transcription. At this point, we cannot exclude the possibility that ERK3/MK5 pathway may, in addition, promote lipolysis in a transcriptional-independent manner. Also, we cannot exclude that ERK3 partially drives lipolysis and thermogenesis in an MK5 independent manner. In fact, the silencing of *Mk5* was less effective in suppressing lipolysis than the silencing of *Erk3*. However, these discrepancies between phenotypes might also reflect differences in siRNA efficiency.

We showed that the ERK3/MK5 pathway drives lipolysis by promoting *Atgl* expression. β-Adrenergic stimulation induces lipolytic machinery within minutes, while transcriptional response requires at least 1 h in order to translate into a biological effect. In fact, the silencing of ERK3 resulted in a significant decrease in lipolysis rate only 2 h after β-adrenergic stimulation, indicating that the ERK3/MK5 pathway is responsible for sustaining lipolysis rather than initializing it. However, we cannot exclude that the deletion of *Erk3* leads to the reduction of *Atgl* expression prior to the β-adrenergic stimulation.

FOXO1 regulates a broad spectrum of transcriptional targets implicated in different aspects of adipocytes function. We and others showed that FOXO1 promotes the expression of *Atgl* (Chakrabarti and Kandror 2009b; Chakrabarti et al. 2011; Jung et al. 2019). Interestingly, a number of reports showed that FOXO1 suppresses the expression of genes regulating energy dissipation, including UCP1, in white and brown adipocytes (Nakae et al. 2008, 2012; Liu et al. 2016; Kita et al. 2019; Peng et al. 2019). However, a recent study indicated that in brown adipose tissue of mice fed ND, FOXO1 does not affect UCP1 and in vitro under specific culture conditions deletion of FOXO1 might even decrease *Ucp1* expression in brown adipocytes (Jung et al. 2019). Another study also indicates that in the mice with decreased insulin signaling, FOXO1 might drive *Ucp1* expression (Ortega-Molina et al. 2012). We showed that expression of *Ucp1* was markedly induced in white and, even more relevant to the total energy balance of animals also, in brown adipocytes deficient for FOXO1, MK5, or ERK3. Consistent with these observations, we showed that deletion of ERK3 in adipocytes of mice inhibits the development of obesity or further weight gain in obese mice, at least partially due to the increased *Ucp1* expression and increased energy dissipation.

Several reports indicate that the induction of lipolysis is required for UCP1-dependent energy dissipation by adipocytes (Ahmadian et al. 2011; Li et al. 2014; Schreiber et al. 2017). Deletion of ATGL in the whole body or all of the depots of adipose tissue results in decreased energy dissipation in mice upon cold exposure especially during the time of food deprivation (Ahmadian et al. 2011; Schreiber et al. 2017). However, in mice deficient for ATGL in the whole body (except for the cardiac muscle) and mice treated with atglistatin, which were fed HFD and maintained at room temperature, energy expenditure was not decreased (Schreiber et al. 2015, 2017). Moreover, mice treated with Atglistatin display higher UCP1 levels in adipose tissue (Schweiger et al. 2017). Similarly, deletion of CGI-58 in brown adipose tissue, which partially blocks lipolysis, does not block energy dissipation by adipocytes in mice fed ad libitum (Shin et al. 2017, 2018). Mice deficient for ERK3 show about 50% reduced *Atgl* expression, and at the same time, increased *Ucp1* expression in white as well as in brown adipose tissue when fed HFD. Moreover, these mice show increased energy expenditure when fed HFD and maintained under room temperature. These results are in line with the fact that FOXO1 promotes *Atgl* expression but suppresses *Ucp1* transcription (Nakae et al. 2008, 2012; Chakrabarti and Kandror 2009b; Chakrabarti et al. 2011; Liu et al. 2016; Kita et al. 2019; Peng et al. 2019). Therefore, it appears that at least upon HFD feeding, suppression of *Ucp1* expression and energy expenditure would play a dominant role over ATGL-dependent lipolysis. We postulate that increased expression of *Ucp1* in mice deficient for ERK3 in adipocytes fed ad libitum with HFD at least partially contributes to the enhanced energy expenditure observed in these animals, which in turn protects from HFD-induced obesity. However, at this point we cannot exclude additional mechanisms promoting energy expenditure in the absence of ERK3.

Based on our results, pharmacological targeting of the ERK3/MK5/FOXO1 pathway might be a valid strategy to treat obesity and associated diabetes. Moreover, the existence of MK5 inhibitor, GLPG0259, which was already shown not to have toxic side effects in humans (Westhovens et al. 2013), raises a possibility for effective antiobesity therapy. In fact, we have shown that administration of GLPG0259 in mice reduces *Atgl* expression, suppresses lipolysis in mice, and increases the expression of thermogenic genes, indicating that this inhibitor effectively targets ERK3/MK5/FOXO1 pathway. However, since the deletion of *Atgl* had a deleterious effect on heart function and currently available inhibitors against ATGL are not effective in humans (Trites and Clugston 2019), targeting directly ATGL for treatment of obesity and diabetes is difficult. Targeting ERK3/MK5 not only partially inhibits lipolysis but also promotes energy dissipation; thus, inhibitors targeting this pathway might be of use for the treatment of obesity and associated diseases. However, further studies are required to define whether inhibitors directed against the ERK3/MK5 pathway might overcome the potential side effects of ATGL inhibitors.

Taken together, we identified the β-adrenergic-induced ERK3/MK5/FOXO1 pathway as a central regulator of lipolysis and energy expenditure and is a potential target for future antiobesity therapy (Fig. 7G).

## Materials and methods

### Preadipocyte culture and differentiation

3T3-L1 preadipocytes, Platinum-E, and HEK293T cells were cultured and maintained in Dulbecco's modified Eagle's medium (DMEM), 10% fetal bovine serum (FBS), 1% nonessential amino acids (NEAA), and 40 µg/mL gentamycin. Stromal vascular cells (SVCs) were isolated from subcutaneous white adipose tissue (sWAT) or from brown adipose tissue (BAT) of 5- to 9-wk-old mice as described previously in Cai et al. (2017). Concisely, mice subcutaneous white adipose tissue (SubWAT) and brown adipose tissue (BAT) were sliced and digested in PBS containing 2 mg/mL collagenase D (Sigma-Aldrich), 5 mM CaCl_2_, and 1% BSA for 40 min at 37°C. Adipose tissue are then passed through a 40-µm mesh, washed in PBS by centrifugation, and plated on Matrigel-coated (Corning) plates in DMEM/F-12 containing 10% FBS, 1% NEAA, and 40 µg/mL gentamycin. Two days after confluence, preadipocyte differentiation was induced by 0.2 µM indomethacin, 0.5 mM IBMX, 1 µM dexamethasone, and 1.5 µg/mL insulin for the first 48 h. Afterward, cells were maintained in complete medium with 1.5 µg/mL insulin for up to six additional days. In preadipocytes derived from BAT, additional T3 (2 nM; Sigma-Aldrich) was added to the medium throughout differentiation. 3T3-L1 cells were differentiated into adipocytes according to the standard procedure described in Cai et al. (2017). Prior to treatment, differentiated adipocytes were washed twice with phenol-free DMEM and then serum-starved for 2 hr in phenol red-free DMEM supplemented with 2% BSA; afterward and as indicated in experiments, treatments were added in the following concentrations: 1.10 µM isoproterenol (Tocris Biotech), 10 µM Mg-132 (Tocris Biotech), 20 μM Forskolin (Sigma-Aldrich),0.5 mM IBMX (Sigma-Aldrich), 10 μM CL316,243 (Tocris Biotech), 20 µM lactacystin (Sigma-Aldrich), 100 μg/mL cycloheximide (Tocris Biotech), 20 μM H89 (Sigma-Aldrich), 20 μM PKI14-22 (Sigma-Aldrich), 50 nM leptomycin B1 (Sigma-Aldrich), and 10 μM BW-723C86 (Tocris Biotech).

### Transient transfection with siRNA

Differentiated adipocytes were transfected with siRNA always in suspension as follows: Mature adipocytes were detached with Accutase solution for 10 min, spun down at 300*g* for 5 min, and counted. Indicated siRNAs and Dharmafect-Duo transfection reagent (Dharmacon) were diluted in Opti-MEM I reduced serum medium separately before being mixed by pipetting. The siRNA-Duofect mix was added to Matrigel-coated culture plates or 96-well Seahorse plates and left to incubate for 30 min at room temperature. The cells were resuspended in culture medium and added on top of the preincubated siRNA-Duofect mix. The final concentrations of Duofect, siRNA, and cell number were adjusted per surface area in a ratio of 2.1 uL/cm^2^ duofect, 1.25 nM/cm^2^ siRNA, and 16.4 × 10^4^/cm^2^ cells, respectively. The cells were used for experiments 48 h after transfection. All siRNA sequences were purchased as smart pools from Dharmacon.

### Generation of stable cell lines

The Dharmacon GIPZ lentiviral shRNA system was used to induce long-term gene silencing of the *Erk3* gene, shRNA *Erk3* oligo was synthesized by Eurofins (sh*Erk3*: 5′-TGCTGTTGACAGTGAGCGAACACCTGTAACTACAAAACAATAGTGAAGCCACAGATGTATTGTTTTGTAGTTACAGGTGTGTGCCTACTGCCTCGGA-3′) and cloned into a pGIPZ shRNA mir (a generous gift from Eilers laboratory, Biocenter, Würzburg) between XhoI and EcoRI cloning sites. The pBABE- Puro retroviral vector system was used to overexpress ERK3 protein. Concisely, Myc tagged *Erk3* coding sequence was cloned from human cDNA vector and inserted between EcoR1 and Sal1 in the pBABE vector. HA-Foxo1 and 3xFlag-Mk5, Myc-mPnpla2 overexpressing vectors were all synthesized by Vectorbuilder by the insertion of their respective coding sequences in PLV-Puro lentivirus plasmid. Wild-type sequences were point mutated as mentioned above using Q5 site-directed mutagenesis kit (NEB). Lentiviral particles were packaged in HEK293T cells with psPAX and pMD2.G and transduced in 3T3L1 cells. Retroviral particles were produced using PlatinumE cells. 3T3L1 cells were spinfected with viral supernatant with the addition of polybrene then selected by puromycin 48 h later.

### Lipolysis assay

Determination of free glycerol and free fatty acids was performed as described before (Löffler et al. 2018). In brief, adipocytes were washed twice with phenol-free DMEM then serum-starved for 2 h in phenol red-free DMEM supplemented with 2% fatty acid-free BSA, stimulated afterward with 1 µM isoproterenol for 2 h. Conditioned medium was then collected and analyzed. FFAs in the medium were measured using NEFA reagents (Wako) and glycerol was quantified by free glycerol reagent (Sigma-Aldrich) according to the manufacturers’ instructions. Values were normalized to the cells’ total DNA content by Hoechst 33342 staining.

### Oxygen consumption

Mitochondrial respiration of brown adipocytes derived from the stromal-vascular fraction was determined by measuring oxygen consumption rate (OCR) using the Seahorse XF Cell Mito stress test (Agilent Technologies 103015-100) in a Seahorse XFe96 analyzer according to the manufacturer's protocol. Briefly, cells were incubated for 1 h with 180 µL Seahorse assay medium containing 1 mM sodium pyruvate, 2 mM glutamine, and 5 mM glucose. Subsequently, the cells were stimulated with 2 µM oligomycin, 1 µM FCCP, and 0.75 µM rotenone/antimycin A (Sigma-Aldrich). Cells are then fixed and the total DNA content was assessed by crystal violet staining. Absorbance was read at 595 in a Spark 10M microplate reader (Tecan) and the measurements were used to normalize the seahorse values.

### Generation of mouse models

All experiments with mouse models were approved by the local institutional animal care (Regierung von Unterfranken, Germany) and conducted according to the guidelines and state regulations. Experiments were performed under animal protocol numbers AK 55.2-2531.01-124/13 and 55.2-2532-2-741. Mice were maintained in a specific pathogen-free facility with the ambient temperature set at either 23°C or 30°C (for thermoneutrality experiment), following a 12-h light–dark cycle and given ad libitum access to water and standard chow diet (sniff Spezialdiäten), which was exchanged under indicated experimental conditions to high-fat diet (HFD). All mice were closely monitored by the authors, facility technicians, and by an independent veterinary scientist responsible for animal welfare. Bl6/j mice were administered orally by gavage with either vehicle or 10 mg/kg MK5 inhibitor (GLPG0259; Medkoo 15986) for one consecutive week.

*Erk3 floxed* mice (Erk3^fl/fl^) were genetically engineered on the C57BL/6 background. Briefly, the targeting vector containing part of the *Erk3* gene was constructed as follow: The selection neomycin (Neo)-containing cassette flanked by two FLP sites was inserted between Exons (E) 3 and 4 together with LoxP site. Second LoxP site was inserted between E2 and E3. At the 3′-end of the construct negative selection cassette containing diphtheria toxin was inserted (Supplemental Fig. S3c). The resulting construct was linearized and electroporated into the BL6-derived ES cells. Upon selection of positive clones and expansion of ES cells in which homologs recombination took place, the ES cells were injected into the blastocyst and implanted into a pseudo-pregnant female. The resulting chimeric mice were crossed with the FLPe knock-in mice to remove the Neo cassette. The resulting *Erk3* flox mice (*Erk3^f/f^*) were used for the generation of targeted deletion in tissues. For targeted deletion of *Erk3* in adipocytes, *Erk3^f/f^* mice were cross-bred with adiponectin promoter-driven Cre mice adiponectin-Cre. As for the inducible model, *Erk3^f/f^* mice were cross-bred with adiponectin promoter-driven Cre-ERT2 mice 100 mg/kg tamoxifen (Sigma-Aldrich) was then administered orally when indicated in experiments above for five consecutive days to initiate deletion *Erk3*.

### Animal experiments

For induction of lipolysis, we injected *Erk3^Adipo.Δ/Δ^* and their corresponding control *Erk3^f/f^* mice, BL6/j mice either treated with vehicle or MK5 inhibitor (GLPG0259) as indicated above, with β-adrenergic agonist CL316,243 (CL) intraperitoneally (i.p.) at a concentration of 2 mg/kg in 0.9% NaCl. Blood was sampled from the tail vein for metabolic studies as indicated on the corresponding figures.

Bodyweight gain of mice was monitored every other week. Indirect calorimetry measurements were done at the end using the Phenomaster system (TSE) as described before (Viera et al. 2016; Mayer et al. 2019). Briefly, mice were housed individually with ad libitum access to indicated food and water. After a 48-h acclimation period, parameters were sampled for 72 h in the fed stage. Locomotor activity was determined by consecutive photobeam breaks occurring in adjacent beams. All measurements were obtained every 10 min during a full light/dark cycle.

For blood glucose tolerance tests, mice were fasted overnight, and glucose (2 g/kg) was administered intraperitoneally. For insulin sensitivity tests, mice were fasted for 4 h before receiving an intraperitoneal injection of 0.5 U/kg human insulin. A blood drop was collected from the tail tip directly onto the test strip for the blood glucose measurement (Accu-Chek, Roche). Glucose concentrations were sampled in both conditions before and at 15, 30, 60, 90, and 120 min after injection.

### Histological analysis and cell size analysis

For histological analysis, adipose tissues were fixed in 4% paraformaldehyde and embedded in paraffin. The sections (5 µm) were stained with hematoxylin–eosin (H&E) according to the standard procedure. Digital images were captured using a Leica light microscope at 20× magnification. Measurement of adipocytes size and distribution was performed in a blinded fashion. Approximately 400 adipocytes per sample were measured using ImageJ software with the additional Adiposoft plugin.

### Western blotting and immunoprecipitation and subcellular fractionations

Total proteins were extracted from cells and tissues by a standard RIPA buffer. Subcellular fractionations were performed using the NE-PER kit (Thermo Scientific) according to the manufacturer's instructions. For immunoprecipitation (IP), indicated cells were lysed by Pierce IP lysis buffer (Thermo Scientific) and then IP using Flag tag magnetic beads (Millipore M8823) according to the manufacturer's instructions. The lysis and wash buffers were all supplemented with protease and phosphatase inhibitors mix. Protein concentration was quantified using a BCA kit (Thermo Scientific). Reduced protein extracts were separated on 10% SDS-PAGE gels by electrophoresis and transferred PVDF membranes with wet transfer cells. Membranes were blocked in 5% (w/v) skim milk in TBS-T before overnight probing with the indicated primary antibodies at 4°C, followed by TBST washes and incubation with the corresponding secondary antibody. The signals were detected on autoradiography film with enhanced chemiluminescence solution. Antibodies used included rabbit anti-GAPDH (clone 14C10; Cell Signaling Technology), rabbit anti-Erk3 (clone EP1720Y; Abcam), rabbit anti-MAPKAPK-5 (clone D70A10; Cell Signaling Technology), rabbit anti-FoxO1 (clone C29H4; Cell Signaling Technology), rabbit anti-Atgl (Cell Signaling Technology 2138), rabbit anti-HSL (Cell Signaling Technology 4107), rabbit anti-Phospho HSL Ser606 (Cell Signaling Technology 4126), rabbit anti-PPARγ (clone C26H12; Cell Signaling Technology), rabbit anti-Ucp1 (clone D9D6X; Cell Signaling Technology), rabbit anti-β3 Tubulin (clone D71G9; Cell Signaling Technology), goat anti-Lamin b1 (clone C-20; Santa Cruz Biotechnology), rabbit anti-GAPDH (Sigma-Aldrich G9545), mouse anti-β-Actin (Sigma-Aldrich A5441), and rabbit anti-H3 (Abcam ab1791).

### Immunofluorescence

Indicated cells were seeded onto poly-L-lysine-treated glass coverslips in 12-well culture dishes and treated accordingly. Cells were washed in PBS before fixation with 4% paraformaldehyde for 10 min at room temperature. Cells were permeabilized with 0.5% Triton X-100 in PBS for 15 min at room temperature. To reduce nonspecific background noise, cell were blocked with PBS 5% (v/v) normal goat serum, 0.1% (v/v) Triton X-100, and 0.05% (v/v) Tween 20. FOXO1A (Abcam ab52857) primary antibody incubation was done for 16 h in a humidified chamber at 4°C. After thorough washes, cells were incubated with Alexa Fluor 488 secondary antibody (Life Technologies) and Phalloidin–Atto 647N (Sigma-Aldrich) for 1 h in the dark. Cells were then washed before being mounted onto glass slides using ProLong Gold mounting reagent that contained the nuclear stain 4′,6-diamidino-2-phenylindole (DAPI). Slides were visualized using Leica TCS SP8 confocal microscope.

### Real-time PCR analysis

Total RNA was extracted from cells and tissues using the RNeasy kit according to the manufacturer's protocol. Reverse transcription (RT) was performed using 1 µg of RNA and first strand cDNA synthesis kit (Thermo-Scientific). Quantitative PCR was performed using 10 ng of cDNA, power-up SYBR Green and the respective pair of primer sequences. The genes and sequences used were as follows: *Erk1* (forward: 5′-TCCGCCATGAGAATGTTATAGGC-3′; reverse: 5′-GGTGGTGTTGATAAGCAGATTGG-3′), *Erk2* (forward: 5′-TCAGATGAATTTTCGTTGGCAGA-3′; reverse: 5′-GAGCACTTGGGTTACTCCACG-3′), *Erk3* (forward: 5′-CACATGAACTTGAACAGATGCAG-3′; reverse: 5′-CAGTGCTTCTCGGCTGATCC-3′), *Mk5* (forward: 5′-CCTCATTTCTAGCTTTTGGACGA-3′; reverse: 5′-CTGGGAGCCGGAATTAGTGG-3′), *FoxO1* (forward: 5′-CCCAGGCCGGAGTTTAACC-3′; reverse: 5′-GTTGCTCATAAAGTCGGTGCT-3′), *Atgl* (forward: 5′-CAACGCCACTCACATCTACGG-3′; reverse: 5′-GGACACCTCAATAATGTTGGCAC-3′), *Prdm16* (forward: 5′-ACGGACAGGGCTTCTCCTAC-3′; reverse: 5′-ATGGTGGTATCGAGGGTGGAA-3′), *Pgc-1α* (forward: 5′-AGCGCCGTGTGATTTACGTT-3′; reverse: 5′-CCGCAGATTTACGGTGCATT-3′), *Pparγ* (forward: 5′-GGAAGACCACTCGCATTCCTT-3′; reverse: 5′-GTAATCAGCAACCATTGGGTCA-3′), *Pparα* (forward: 5′-AACATCGAGTGTCGAATATGTGG-3′; reverse: 5′-CCGAATAGTTCGCCGAAAGAA-3′), *Ucp1* (forward: 5′-AGGCTTCCAGTACCATTAGGT-3′; reverse: 5′-CTGAGTGAGGCAAAGCTGATTT-3′), *Rpl13a* (forward: 5′-CCCTCCACCCTATGACAAGA-3′; reverse: 5′-GCCCCAGGTAAGCAAACTT-3′), *Dio2* (forward: 5′-TGTCTGGAACAGCTTCCTCC-3′; reverse: 5′-CCATCAGCGGTCTTCTCCG-3′), *Cedia* (forward: 5′-TGACATTCATGGGATTGCAGAC-3′; reverse: 5′-GGCCAGTTGTGATGACTAAGAC-3′), *Cox7a* (forward: 5′-AGGACGCAAAATGAGGGC-3′; reverse: 5′-TCTTGTGGGGGAAGGAGG-3′), *Cox8b* (forward: 5′-TGTGGGGATCTCAGCCATAGT-3′; reverse: 5′-AGTGGGCTAAGACCCATCCTG-3′), *Tmem26* (forward: 5′-ACCCTGTCATCCCACAGAG-3′; reverse: 5′-TGTTTGGTGGAGTCCTAAGGTC-3′), *Elovl3* (forward: 5′-TTCTCACGCGGGTTAAAAATGG-3′; reverse: 5′-GAGCAACAGATAGACGACCAC-3′), *Elovl6* (forward: 5′-CCCGAACTAGGTGACACGAT-3′; reverse: 5′-CCAGCGACCATGTCTTTGTA-3′), *Cited 1* (forward: 5′-AACCTTGGAGTGAAGGATCGC-3′; reverse: 5′-GTAGGAGAGCCTATTGGAGATGT-3′), and *Tnfrst9* (forward: 5′-CGTGCAGAACTCCTGTGATAAC-3′; reverse: 5′-GTCCACCTATGCTGGAGAAGG-3′).

### RNA sequencing

RNA sequencing was performed as described previously (Löffler et al. 2018). Briefly, total RNA was extracted from differentiated 3T3-L1 cells transfected with siRNA targeting E*rk3* or a nontargeting sequence. Afterwards, mRNA was isolated using the NEBNext poly(A) mRNA magnetic isolation module (New England Biolabs) and library preparation was performed with the NEBNext Ultra RNA library preparation kit for Illumina following the instruction manual. Libraries were size-selected using Agencourt AMPure XP beads (Beckman Coulter) followed by amplification with 12 PCR cycles. Library quantification and size determination were performed with the fragment analyzer system (Thermo Fisher Scientific, Agilent). The libraries were sequenced with an Illumina genome analyzer IIx or an Illumina NextSeq 500. FASTQ files were generated using the bcl2fastq Conversion Software v2.19. Differential gene expression was calculated with the R-based software tool edgeR. The RNA sequencing raw and processed data sets, as well as information on data processing, are available at accession number GSE142424

### Chromatin immunoprecipitation (ChIP) assay

ChIP studies were carried out using the ChIP kit (Abcam) according to the manufacturer's instructions. Briefly, after crosslinking, nuclei extracted from indicated 3T3-L1 mature adipocytes were lysed and sonicated for 15 (on/off) cycles of 15 sec each. FOXO1 proteins were then immunoprecipitated from precleared lysates using chip-grade FOXO1 antibody or Actin antibody as a negative control. Protein–DNA complexes were eluted and treated with proteinase K. Purified DNA was analyzed by quantitative PCR using SYBR Green reaction with the following primers: 5′-AGGTTTCTAGTTTAGGATTGAAG-3′ and 5′-ACCTGAGCAGTAGTTATATACAT-3′ (–1041 to –1158 nt of the *Atgl* promoter) as described in Chakrabarti and Kandror (2009a) and the *Ucp1* promoter primers (5′-CTGTTGTTGCTGCTGCTGTT-3′ and 5′-GGAAGCTGCAAGACCTATGG-3′) as described in Ortega-Molina et al. (2012). The percentage of enrichment was calculated based on percent input DNA after adjusting for total input DNA: 100 × 2^(adjusted input Ct − IP Ct)^.

## Supplementary Material

Supplemental Material

# Supplementary material for: The adrenergic-induced ERK3 pathway drives lipolysis and suppresses energy dissipation
**Source:** Genes Dev. 2020 Apr 1;34(7-8):495–510. doi: 10.1101/gad.333617.119
**Supplement:** Supplemental Material

The adrenergic-induced ERK3 pathway drives lipolysis and suppresses energy dissipation — Supplemental Material 

# The adrenergic-induced ERK3 pathway drives lipolysis and suppresses energy dissipation

## Supplemental Material

- Supplemental\_Data.pdf
- Supplemental\_Table\_S1.xlsx

# Supplementary material for: The adrenergic-induced ERK3 pathway drives lipolysis and suppresses energy dissipation
**Source:** Genes Dev. 2020 Apr 1;34(7-8):495–510. doi: 10.1101/gad.333617.119
**Supplement:** Supplemental Material

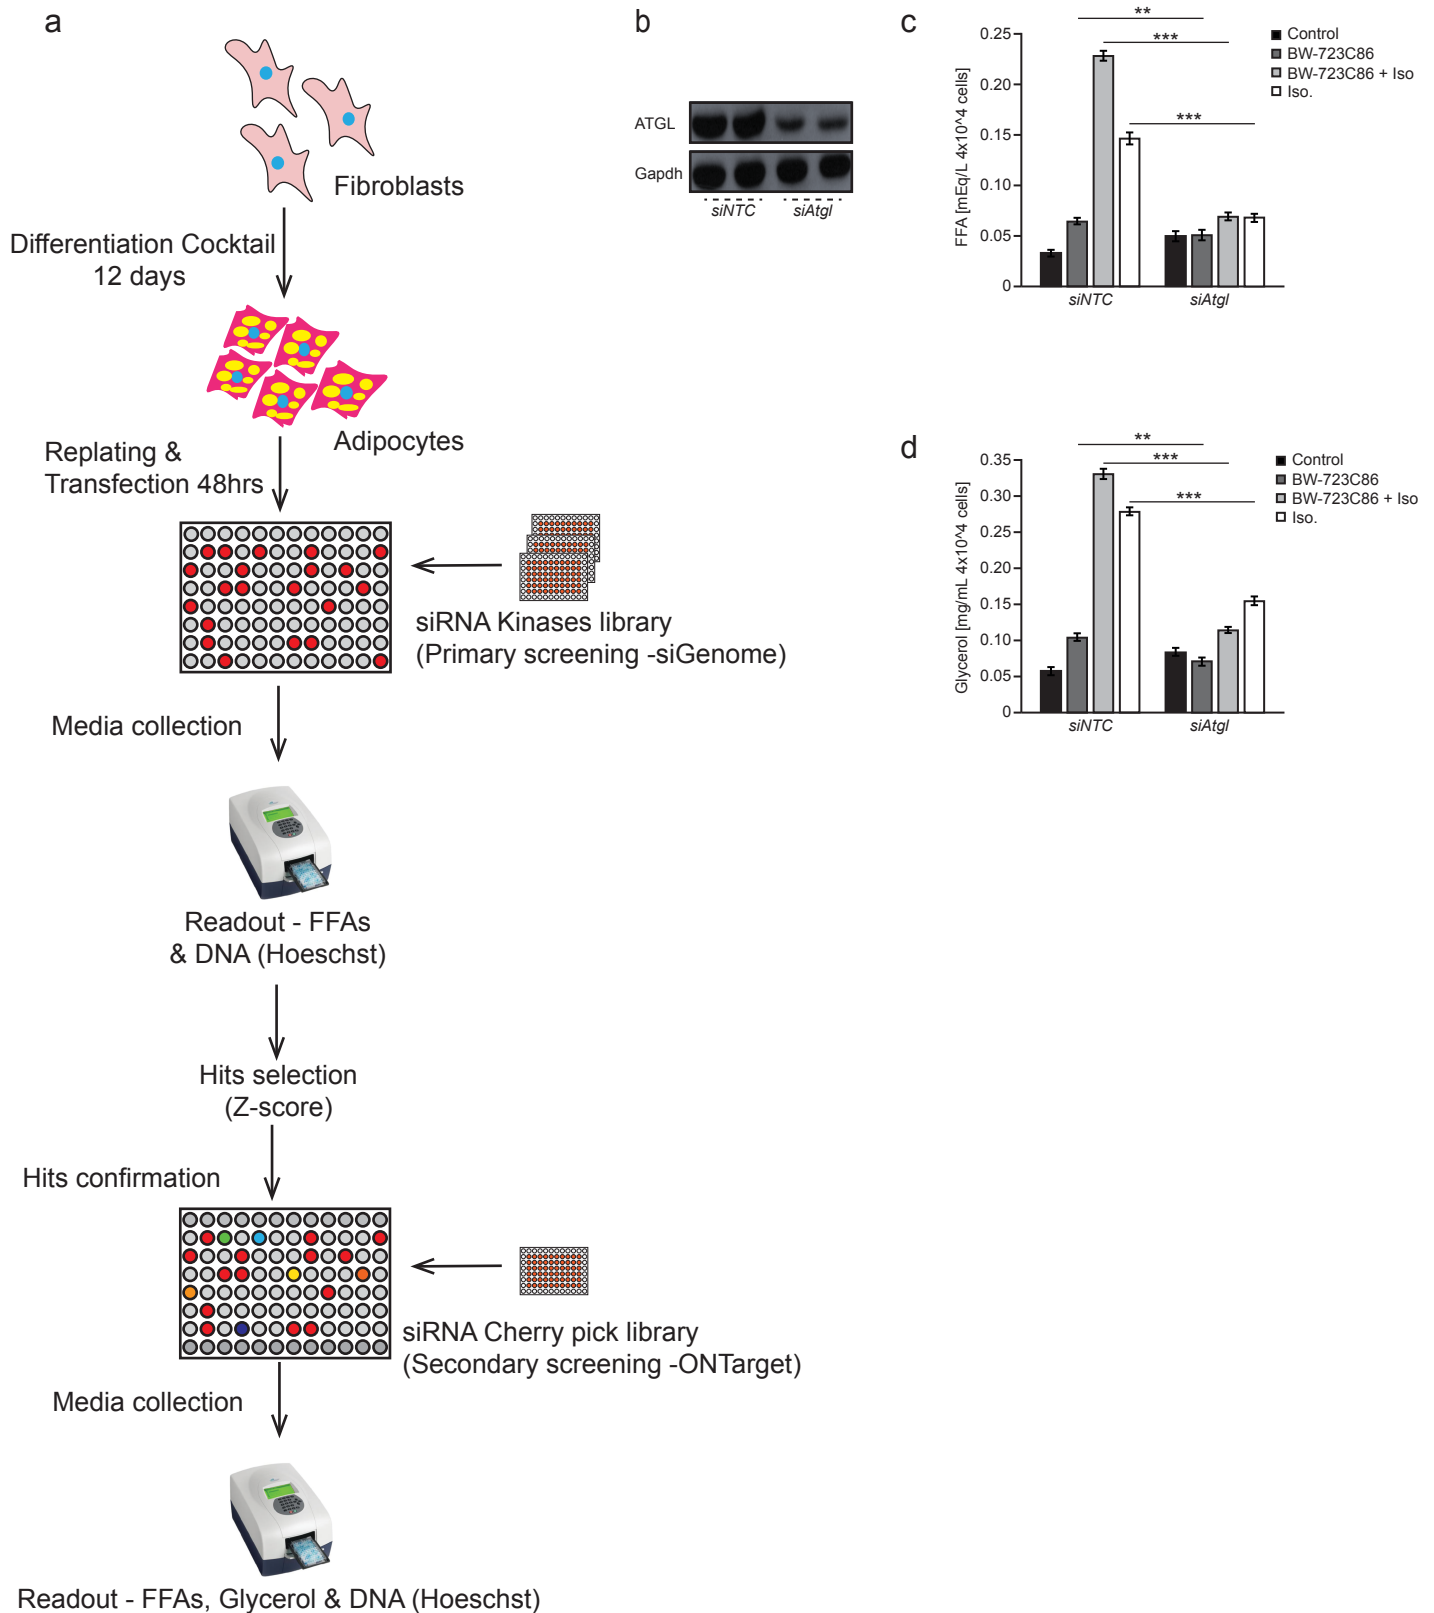

**Supplemental Fig. S1 Design of the screen for kinases regulating lipolysis.** (a) Schematic representation of the screening strategy. (b) Western blot (WB) analysis of differentiated 3T3L1 cells transfected with siRNA against *Atgl*. Free fatty acids (FFAs) (c) and glycerol (d) output from 3T3L1 adipocytes transfected and stimulated as indicated. n=3 for each experiment, for graphs - data presented as average  $\pm$  SEM, \*\*  $P \leq 0.01$ , \*\*\*  $P \leq 0.001$

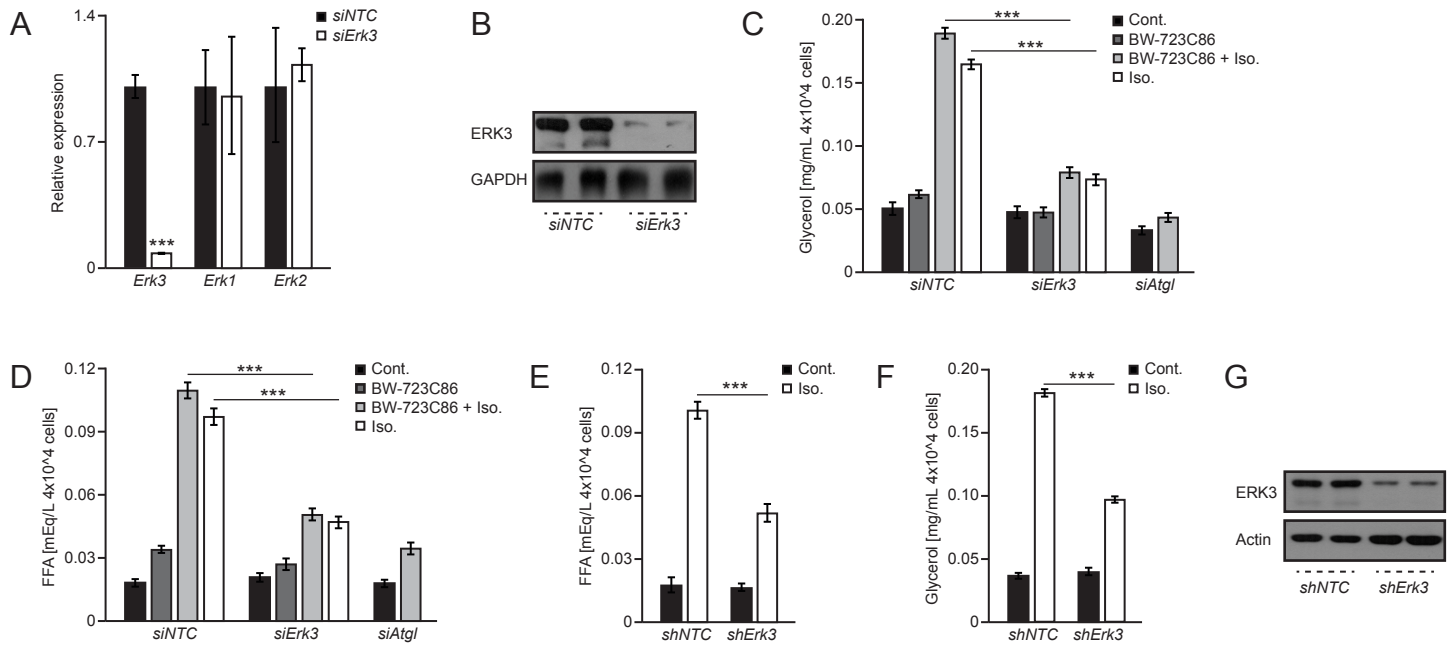

**Supplemental Fig. S2 ERK3 promotes lipolysis in adipocytes.** (a) Relative expression of indicated genes in adipocytes transfected with *Erk3*-specific or control NTC siRNA (n=3). (b) WB for ERK3 on extracts from 3T3L1 adipocytes transfected with specific siRNAs (n=2). (c) Glycerol and (d) FFAs output from 3T3L1 adipocytes transfected with specified siRNAs and stimulated as indicated for 2h (n=3). (e) FFAs and (f) glycerol release from *Erk3* shRNA transfected 3T3L1 adipocytes and control cells (n=3) stimulated as indicated for 2h. (g) WB analysis of ERK3 knockdown in 3T3L1 cells transfected with *Erk3* shRNA and control cells (n=2). For graphs - data presented average  $\pm$  SEM, \*\*\*  $P \leq 0.001$ .

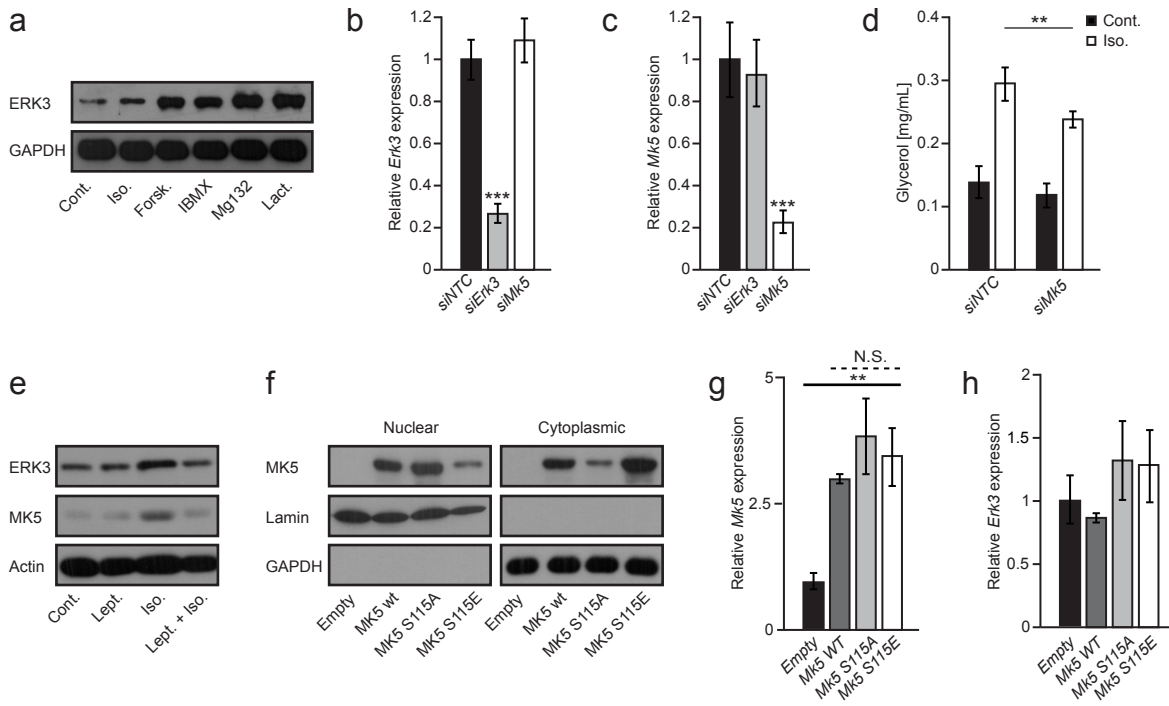

**Supplemental Fig. S3 β-adrenergic signaling promotes ERK3 protein levels.** (a) WB for ERK3 on undifferentiated 3T3L1 cells stimulated as indicated for 2h. (b) Relative expression of *Erk3* and (c) *Mk5* in 3T3L1 cells transfected with siRNA against *Erk3*, *Mk5* or *NTC*. (d) Glycerol release from control adipocytes and cells depleted from MK5 (siMk5) stimulated with control medium or Iso. for 2h. (e) Indicated protein levels in 3T3L1 cells, stimulated as shown for 2h (Leptomycin B – Lept.). (f) The abundance of MK5 in the nucleus and cytoplasm of adipocytes expressing indicated MK5 mutants. Lamin and Gadph are positive controls for the nuclear and cytoplasmic fractions, respectively. (g) Relative expression of *Mk5* and (h) *Erk3* in 3T3L1 expressing indicated Mk5 mutants. n=3 for each experiment, for graphs - data presented average  $\pm$  SEM, \*\*  $P \leq 0.01$ , \*\*\*  $P \leq 0.001$ , N.S. - not significant

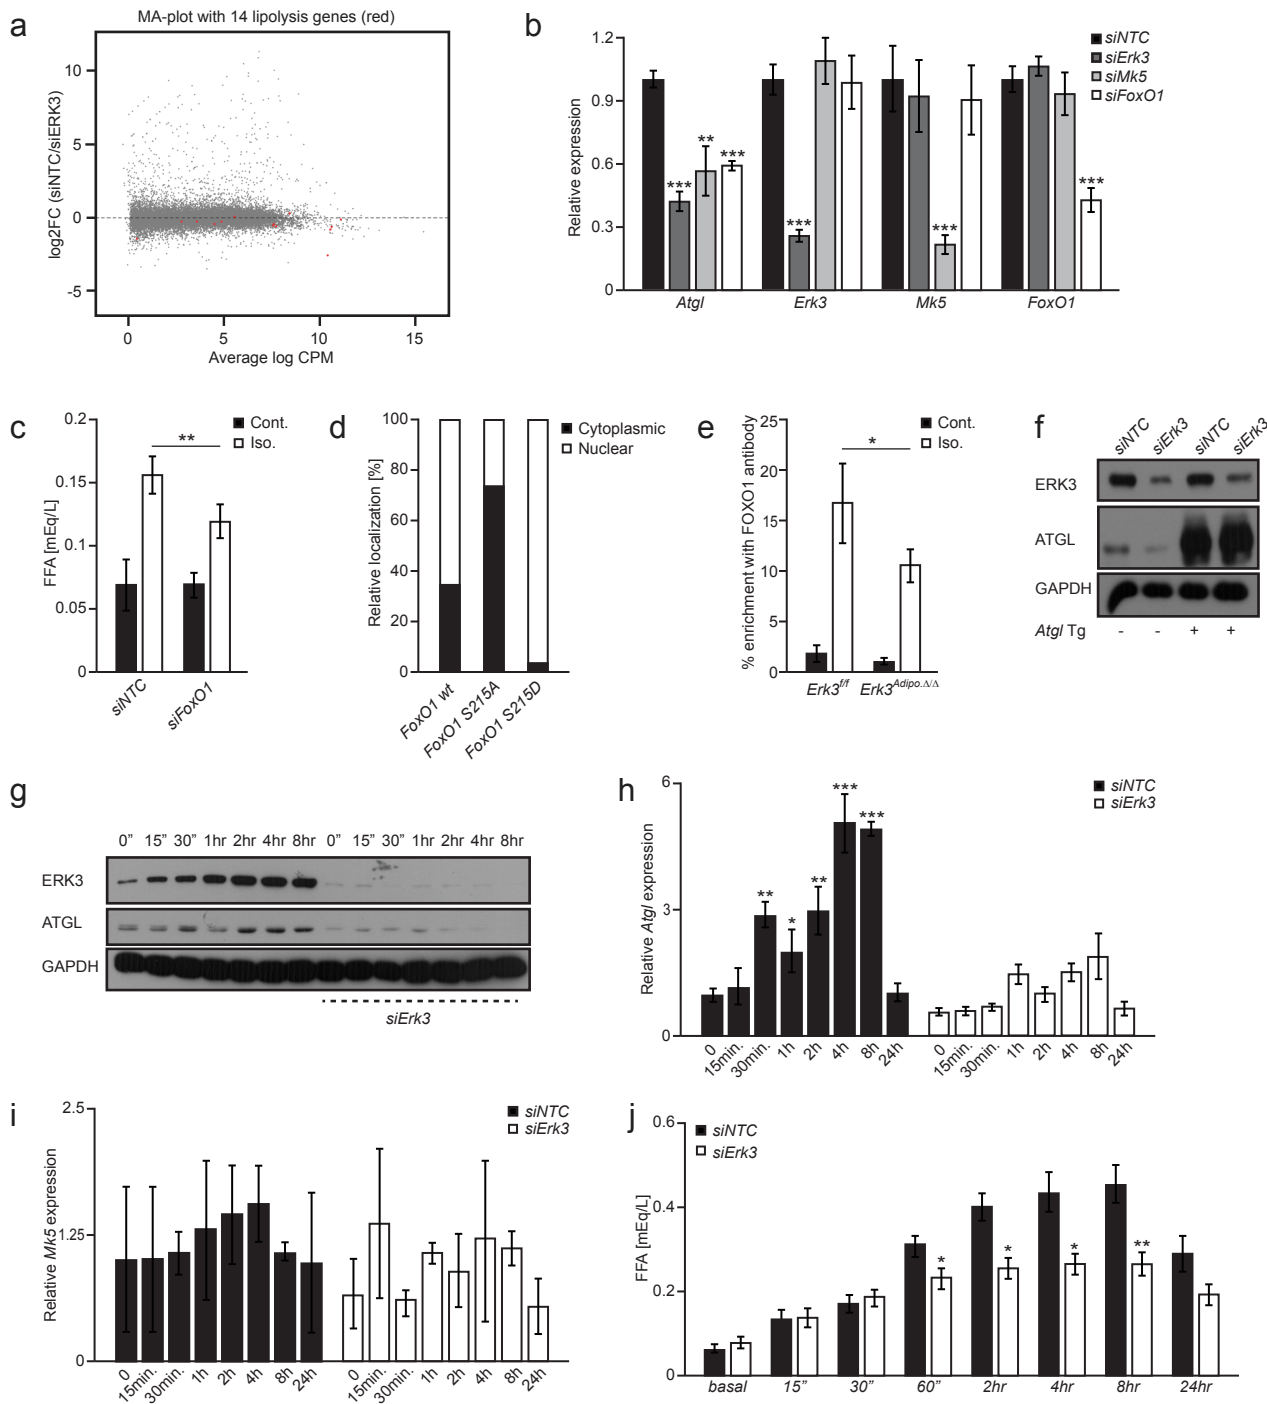

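Of all genes tested, 4470 were higher and 4275 were lower in siErk3 than in siNTC adipocytes at an adjusted p under 0.05 from edgeR, and 738 of the higher and 409 of the lower genes changed at least 2-fold. The split depended on the scaling, with 5849 higher and 3139 lower genes when only library sizes were used and 3556 higher and 5394 lower genes with upper-quartile factors. The median size of the log2 fold change among called genes was 0.44. The CPM values of the groups did not overlap in 7765 genes, 43.2% of those tested, where chance gives 2.86%. The changes of at least 16-fold were all increases, in 132 genes. The 10 largest increases were in Oas3, Oas1a, Oas2, Rsad2, Mx1, Ifit1, Cmpk2, Mx2, Oas1g and Oasl2, all of them interferon-stimulated genes. No read of Oas3 or Oas1a was counted in the siNTC libraries, so these were at least 1856-fold and at least 1464-fold higher in siErk3 adipocytes, taking a floor of 3 counts over the siNTC group (this covers counting error only). Genes of the Oas1 family, and the pair Mx1 and Mx2, have related sequences and may share reads. Of 42 interferon-stimulated genes of a fixed list, 41 were measured and all of these were higher, also when adjusted over the list alone, with a median log2 fold change of 6.16 and a smallest of 1.30. Their summed share of all counts was 0.0420 to 0.0495% in the siNTC libraries and 1.01 to 1.08% in the siErk3 libraries. Ifit3 rose from 2.76 ± 0.51 to 939 ± 17.5 CPM (SD, n = 4 each). All 16 measured genes of antigen presentation by MHC class I were higher, with a median log2 fold change of 2.40, and B2m, the most abundant of them, rose from 414 ± 27.2 to 2150 ± 148 CPM (SD, n = 4 each). Of 16 measured genes of NF-κB signaling and inflammation, 11 were higher and 2 were lower. With an estimated correlation between genes, these 3 lists passed the threshold in camera and no other list did (adjusted p = 2.27e-06, 0.00145 and 0.0481). Besides Mapk6 and its pseudogene, the 10 largest decreases were in 6030408B16Rik, Tmem82, Ptn, Sned1, Gpr153, Ffar4, Dlk1 and Slc25a34, with log2 fold changes between -3.35 and -2.67. Genes of adipocyte metabolism mostly fell, by smaller amounts. Of 21 measured adipocyte genes, 18 were lower and 2 were higher. Of 25 genes of fatty acid and triglyceride synthesis, 19 were lower and 3 were higher (17 and 4 with library sizes only, 21 and 1 with upper-quartile factors). Of 18 genes of fatty acid oxidation, 14 were lower and 2 were higher, and of 21 nuclear-encoded genes of the respiratory chain, 20 were lower and none was higher (15 lower with library sizes only). Scd1, the most abundant of all genes called lower, fell from 56617 ± 3217 to 29198 ± 433 CPM (SD, n = 4 each).

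**Figure D2:**
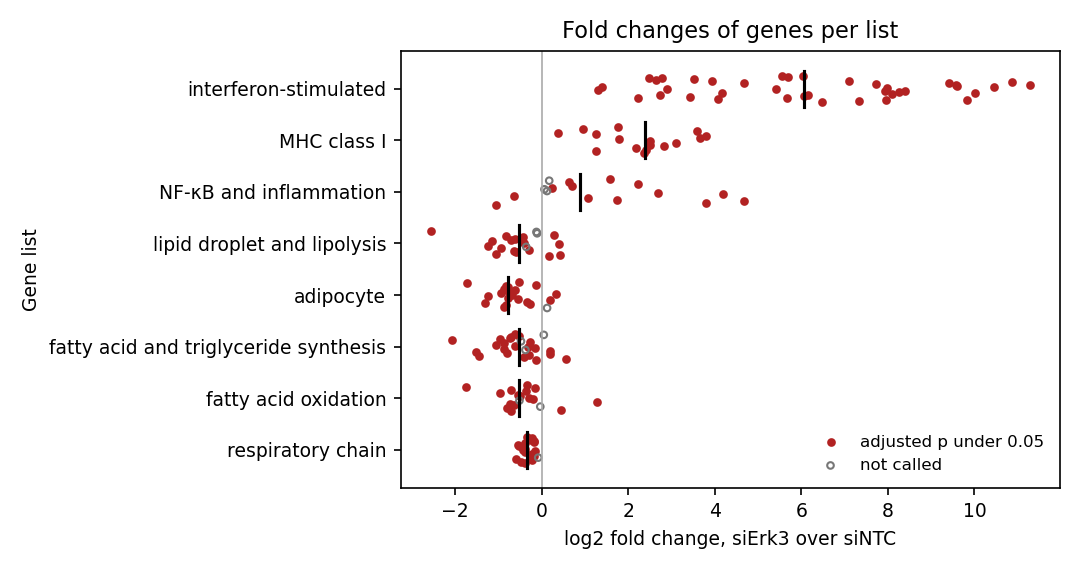
Log2 fold change, siErk3 over siNTC, of each measured gene of 8 fixed lists, with filled points for genes at an adjusted p under 0.05 from edgeR, open points for genes not called and a black line at the median of the plotted genes. Oas3 and Oas1a, without counts in the siNTC libraries, are left out, and every plotted gene of the interferon-stimulated list and of the MHC class I list lies right of 0.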

**Supplemental Fig. S4 ERK3/MK5 promotes the expression of *Atgl* in the FOXO1-dependent manner.** (a) MA-plot showing RNA-sequencing results. Differential expression and average abundance [indicated as  $\log_2$  fold-change (FC) and log counts-per-million (CPM)] of all genes were calculated with EdgeR. 

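The authors deposited their edgeR comparison for the same genes as the counts, and its log2 fold changes run as siErk3 over siNTC. At an adjusted p under 0.05, the authors' table holds 8590 genes, 4362 higher and 4228 lower in siErk3 adipocytes. Among the genes tested here, 8308 were called in both the authors' table and the quasi-likelihood fit, all 8308 of them in the same direction, while 255 were called only by the authors and 437 only here. For genes with a mean of at least 1 CPM, the fold changes of the 2 tables differed by at most 0.000564 on the log2 scale. The authors' p-value is 0 for 83 genes, Pnpla2 among them. The paper names edgeR and does not name the test within it.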

Lipolysis-related genes are highlighted in red (n=4). (b) Relative expression of indicated genes in 3T3L1 cells depleted of specific proteins by siRNA. (c) FFA release from 3T3L1 cells transfected with FoxO1 or control siRNA and stimulated for 2h with isoproterenol (iso). (d) Relative localization of indicated FOXO1 mutants in the cytoplasmic and nuclear fraction of the adipocytes. (e) Relative enrichment of FOXO1 on the promoter of *Ucp1* in subWAT-derived adipocytes stimulated for 2h with iso. (f) WB for ERK3, ATGL, and GAPDH in cells overexpressing ATGL (*Atgl tg*) in which *Erk3* has been silenced. (g) WB for ERK3, ATGL, and GAPDH in 3T3L1 adipocytes with silenced *Erk3* and control cells stimulated for indicated time points with Iso. QPCR for *Atgl* (h) and *Mk5* (i) in 3T3L1 adipocytes with silenced *Erk3* and control cells stimulated for indicated time points with Iso. Release of FFAs (j) and glycerol (k) in 3T3L1 adipocytes with silenced *Erk3* and control cells stimulated for indicated time points with Iso. n=3 to 4 for each experiment, for graphs - data presented average  $\pm$  SEM, \*\* P  $\leq$  0.01, \*\*\* P  $\leq$  0.001

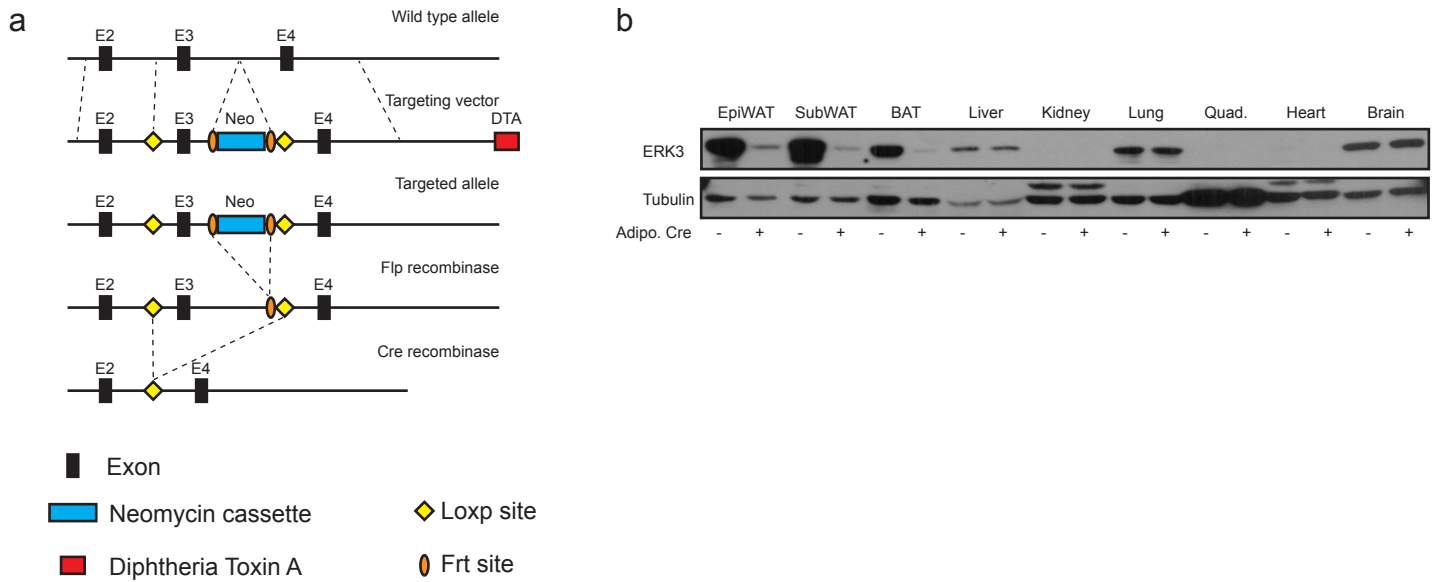

**Supplemental Fig. S5 Generation of mice deficient for ERK3 specifically in adipocytes.** (a) Schematic representation of the targeting strategy for the generation of *Erk3*-deficient mice. (b) WB confirming specific deletion of *Erk3* in different adipose tissue depots of *Erk3*<sup>Adipo.Δ/Δ</sup> mice (n=3).

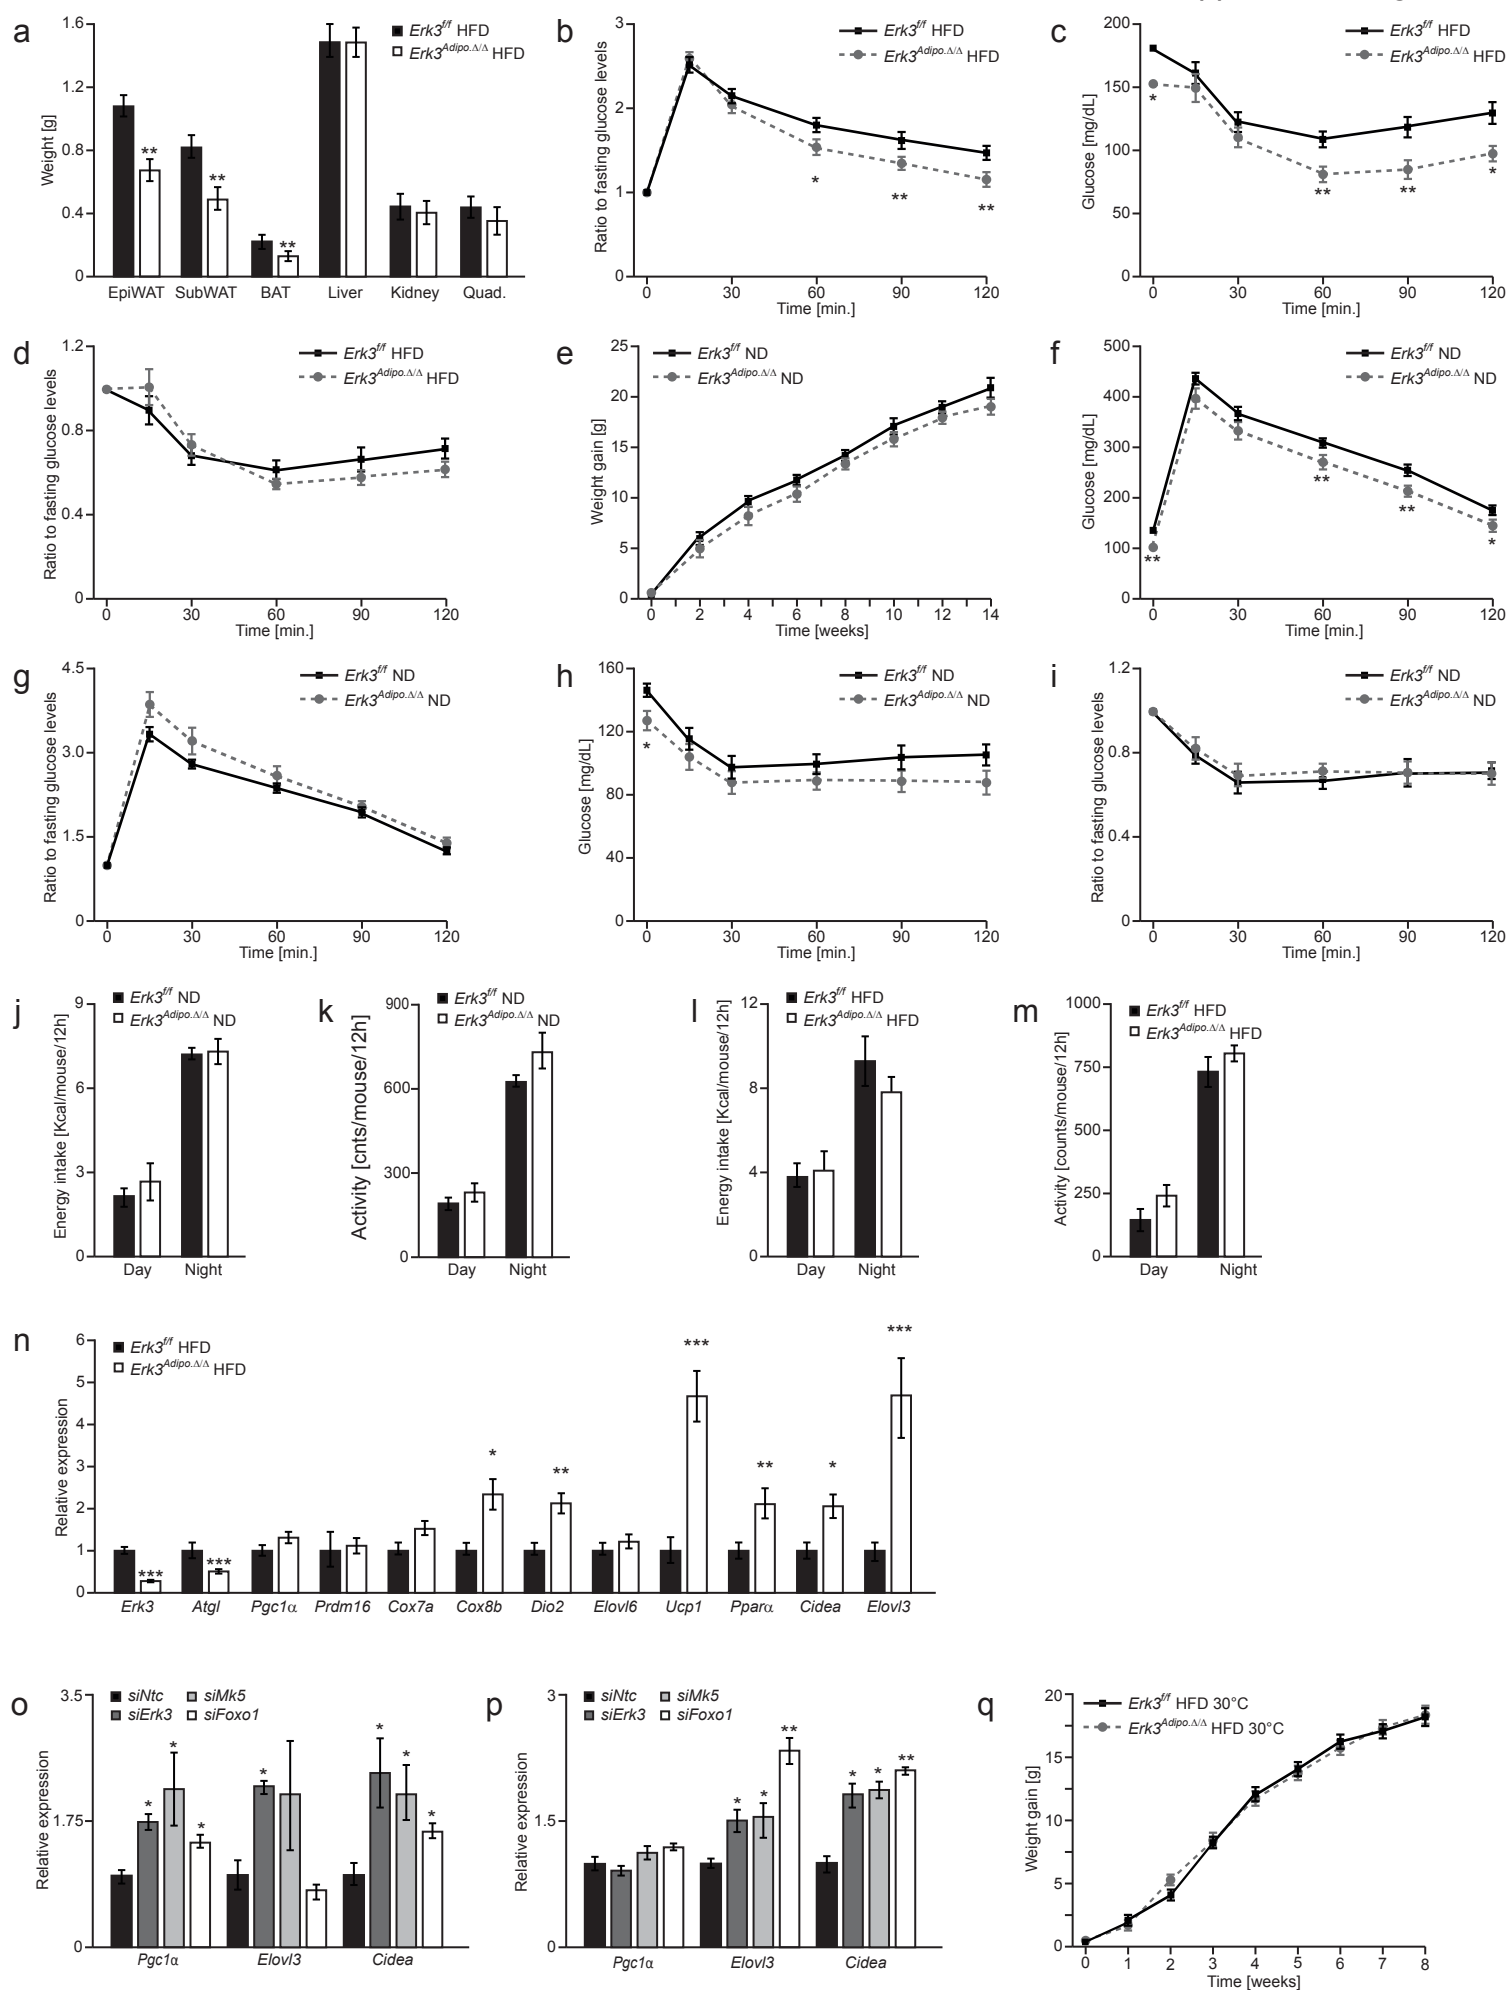

**Supplemental Fig. S6 Deletion of Erk3 in adipocytes protects against obesity-induced insulin resistance.** (a) Indicated organ weights isolated from *Erk3*<sup>Adipo.Δ/Δ</sup> or respective control animals (n=11). (b) Glucose levels in relation to fasting glycemia during the glucose tolerance test (GTT) (n=11). Insulin tolerance test of *Erk3*<sup>Adipo.Δ/Δ</sup> and *Erk3*<sup>ff/ff</sup> mice fed a HFD for 13 weeks (n=11), represented in absolute values (c) and in relation to fasting glycemia (d). (e) Body weight evolution, glucose tolerance in absolute values (f) and in relation to fasting glycemia (g) and insulin tolerance in absolute values (h) and in relation to fasting glycemia (i) of *Erk3*<sup>Adipo.Δ/Δ</sup> and *Erk3*<sup>ff/ff</sup> mice fed normal diet (ND) for 14, 12 and 13 weeks respectively (n=8). (j) Energy intake and (k) voluntary activity of *Erk3*<sup>Adipo.Δ/Δ</sup> and *Erk3*<sup>ff/ff</sup> mice fed normal diet (ND). (l) Energy intake and (m) voluntary activity of *Erk3*<sup>Adipo.Δ/Δ</sup> and *Erk3*<sup>ff/ff</sup> mice fed HFD for 14 weeks (n=8). (n) Relative expression of indicated genes in brown adipose tissue from *Erk3*<sup>Adipo.Δ/Δ</sup> and *Erk3*<sup>ff/ff</sup> mice fed HFD (n=6). Relative expression of indicated genes in SVC-derived white (o) and brown (p) -derived adipocytes transfected with indicated siRNAs (n=4). (q) Body weight evolution of mice with indicated genotypes fed HFD and maintained at thermoneutral conditions. Data presented as average +/- SEM, \* P ≤ 0.05, \*\* P ≤ 0.01, \*\*\* P ≤ 0.001

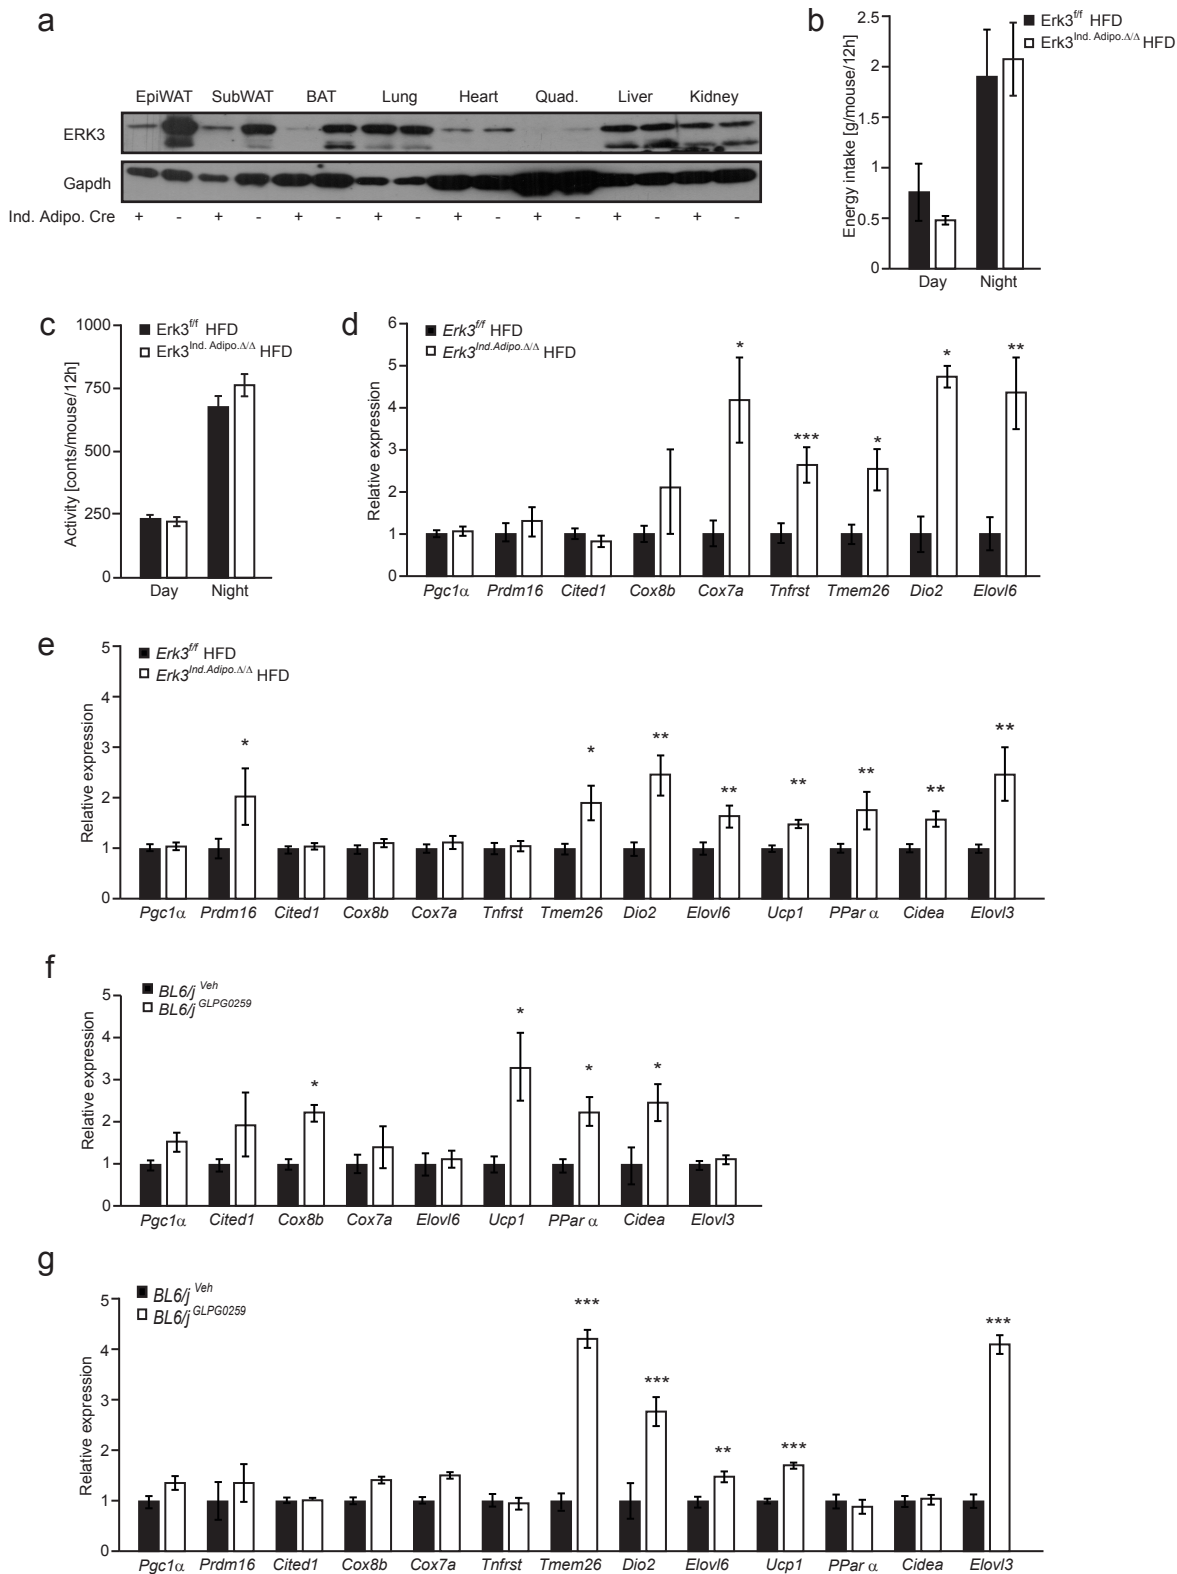

**Supplemental Fig. S7 Deletion of ERK3 in obese mice does not affect food intake or motoric activity.** (a) WB confirming specific deletion of ERK3 in different adipose tissue depots of  $Erk3^{Ind. Adipo. \Delta/\Delta}$  mice (n=3). (b) Food and (c) voluntary activity of  $Erk3^{Ind. Adipo. \Delta/\Delta}$  compared to respective  $Erk3^{ff}$  under HFD (n=8). Relative expression of indicated genes in (d) subWAT and (e) BAT isolated from  $Erk3^{Ind. Adipo. \Delta/\Delta}$  mice fed HFD and corresponding control animals (n=8). Expression of the labeled genes in subWAT (f) and BAT (g) of mice treated with GLPG0259 inhibitor or vehicle for the period of one week (n=6). For graphs - data presented as average  $\pm$  SEM.

How the deposited data were processed for this re-analysis (not part of the article)

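The data are RNA sequencing of differentiated 3T3-L1 adipocytes, 4 libraries after transfection with siRNA targeting Erk3 (siErk3) and 4 after a nontargeting siRNA (siNTC). Samples were grouped by their labels, and the only comparison is siErk3 against siNTC.

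The authors deposited a table of raw counts per gene and a table of their edgeR comparison, which holds a log2 fold change, an average log2 CPM, a p-value and an adjusted p-value per gene. Their processing notes name bcl2fastq, FastQC, Bowtie2 and edgeR and the build mm10, while the counting program, the annotation and any strand setting are not named. The kit does not mark the strand, so antisense and overlapping genes can share reads. The deposited counts hold 18088 genes, each above 1 CPM in at least 4 libraries, so low genes had been removed by the authors. The adjusted p-values of the authors equal the Benjamini-Hochberg adjustment of their p-values. In the count table 65 genes with a mean count of at least 10 have the same 8 counts as another gene. Of the gene IDs, 452 have no symbol in the table.

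The counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), TMM factors, and the quasi-likelihood test with siNTC as the reference and no covariate, since the paper names edgeR but no test. Calls are at a Benjamini-Hochberg adjusted p under 0.05. The common biological coefficient of variation was 6.08%. Total counts per library lie between 9854522 and 9943572, and the highest is 1.009 times the lowest. Intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. Replicates of one group differed by more than the sampling noise in every pair, with a chi-square per gene of 1.97 to 8.30 over the 12 pairs.

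The following were fixed before the data were examined: the test, the alternatives, the gene lists and the rule for the genes named. The rule names every gene of Fig. 4A, Mapk6, Mapkapk5, Foxo1 and Mapk3, the genes of the paper's thermogenic qPCR panel, the 10 genes with the largest log2 fold change in each direction among called genes with a mean of at least 1 CPM and no overlap between the groups, at most 4 called genes per direction and 2 uncalled genes of each list by abundance, and the 5 most abundant called genes per direction. Of the genes it names, those discussed are a part, and some are not reported here. The MA plot of Supplemental Fig. S4a had been seen when the list of interferon-stimulated genes was written. The 20 lists are the genes of Fig. 4A, lipases and lipid droplet proteins, signaling of lipolysis, Erk3 with its partners, the thermogenic panel, FOXO targets, adipocyte genes, preadipocyte and matrix genes, fatty acid and triglyceride synthesis, cholesterol synthesis, fatty acid oxidation, the respiratory chain, interferon-stimulated genes, MHC class I, NF-κB and inflammation, cell cycle, ER stress, p53 targets, macrophage and leukocyte genes, and endothelial genes. Of 369 symbols, 326 were found in the count table and 325 were tested. Lists were tested with limma's camera (limma 3.58.1), with a preset correlation of 0.01 and with an estimated one, and with fry.

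The fits were tested on simulated data, with counts drawn for the real genes from the real means and library sizes. In this simulation of siErk3 against siNTC over 17520 genes tested, 50 genes were changed at each fold, and 36% were recovered at 1.25-fold, 76% at 1.5-fold, 90% at 2-fold and 96% at 4-fold. Of 162 genes called there, 13 (8.0%) were unchanged ones, which is above the rate that the threshold for calls aims at. The simulation changed 200 genes, by at most 4-fold. In the real libraries 8745 genes were called and 132 rose at least 16-fold. The simulation therefore does not test the scaling under changes as many and as large as these.

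Alternatives were DESeq2 1.42.0, edgeR with RLE factors, upper-quartile factors or library sizes only, no filter, a filter of 5 CPM in at least 4 libraries, edgeR's exact test and likelihood-ratio test, limma-voom, the replicate number as a block, leaving out each library in turn, a 2-fold threshold, and the authors' p-values adjusted over the genes tested here.

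Coordinates, overlaps and 3' UTRs come from GENCODE M21, of the same build, in which 18050 of the 18088 gene IDs were found. The siRNA sequences and the results of the kinase screen come from Supplemental Table S1, whose list of siRNA sequences was held only in part (1995 of 2854 entries). The remaining steps used Python 3.11.15 with scipy 1.17.1. The Western blots, lipolysis assays, ChIP, qPCR and mouse data were not analysed here.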

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

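The tests of library size, of shared reads, of the siRNA sequence and of other splits for the interferon list were chosen only after the result was seen, and the test of single libraries was set before.

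The largest changes lie in genes that the paper does not discuss. The list of interferon-stimulated genes had a median log2 fold change of 6.16 over 41 measured genes (also with Oas3 and Oas1a at their lower bounds), that of MHC class I 2.40 over 16 genes, and that of NF-κB and inflammation 0.89 over 16 genes, all higher in siErk3 than in the siNTC control. Of the NF-κB and inflammation list, C3 and Hp went the other way, C3 with a log2 fold change of -1.06, and Vcam1 rose by 1.58. Ly6a, placed among the preadipocyte genes, rose by 6.46. The median of each of these 3 lists kept its sign under every scaling tried.

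A rise carried by a single library and a sharing of reads among paralogs are argued against by these values. Leaving out any 1 siErk3 library left 41 genes of the interferon list higher, so no single library carries the rise. The highest library total is 1.009 times the lowest, while the smallest rise in the list is 2.47-fold. The fold changes were already scaled to library size, so this comparison could not have come out otherwise and adds nothing. Sharing of reads among paralogs of the list only moves reads between its members, but their summed share of all counts was 22.2 times higher in the siErk3 libraries, on average 1.03% against 0.0464%. Of 35 splits of the 8 libraries, 1 (the real one) called 41 genes of the interferon list in one direction, but the other splits called 0 genes of any kind, so this count was fixed by the split of all genes and adds nothing for the list.

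What stays open is whether the cells responded to the loss of Erk3, to the siErk3 pool itself or to another difference between the cultures. Such a difference would be shared by all siErk3 libraries if their replicates came from the same transfection, which the paper does not say. It was not tested. A response to the sequence of the siErk3 pool, not to loss of Erk3, may raise interferon-stimulated genes, and the libraries hold 1 Erk3 siRNA condition, so these cannot be told apart here. A second Erk3 pool of other sequence, or a comparison in cells without Erk3, would separate the pool from the loss of Erk3. Independent transfections would be needed for a difference between the cultures. The same limits hold for each of the genes called higher or lower in these libraries, those of lipolysis included. The paper's other measures of Atgl in Erk3-deficient cells and mice do not rest on these libraries. Those in cells also rest on silencing of Erk3, by siRNA where the method is named. They share the limit of the pool if the same pool was used, which the paper's text does not say. Those in mice rest on deletion of the gene, without siRNA.

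In single libraries, 9 of 154 groups of 4 values had 1 library far from the other 3, where chance gives about 1 in 20, or 7.7. In siNTC replicate 2, Scd1 was at 51800 CPM (57950 to 58390 in the others), which is also a Scd1 share of 5.09% of counts (5.60 to 5.65% in the others), and Abhd5 was at 162.1 CPM (190.1 to 193.1). In siNTC replicate 3, Dlk1 was at 55.7 CPM (48.9 to 49.97) and Oas1g at 0 CPM (0.103 to 0.105, which is 1 count). In siErk3 replicate 3, Plin1 was at 1100 CPM (1060 to 1067), Cidec at 1432 CPM (1339 to 1355) and Mapk3 at 74.95 CPM (71.6 to 72.1). In siErk3 replicate 4, Lpl was at 6805 CPM (5893 to 5989).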

How the results depend on the processing

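The alternatives are those listed in the processing summary. The counts of genes higher and lower among all genes tested, of lower genes of Fig. 4A, of lower lipase and lipid droplet genes, of higher interferon-stimulated genes (41 under each alternative) and of higher thermogenic genes (0 under each), and the fall of Mapk6, were within 1.5 times their reported value or on the same side of the threshold under every alternative except a 2-fold threshold. By construction that one leaves 738 higher and 409 lower genes, 2 lower genes of Fig. 4A and 4 lower lipase and lipid droplet genes. Leaving out 1 library gave 4117 to 4350 higher and 3839 to 4131 lower genes, 7 to 9 lower genes of Fig. 4A and 13 to 14 lower lipase and lipid droplet genes. Of the 8745 reported calls, 7599 were kept with DESeq2 and 7609 with library sizes only, and no call changed direction under any alternative. With library sizes only 65.1% of calls were higher, against 51.1% as reported and 39.7% with upper-quartile factors; the median log2 fold change of all genes was 0.09 and -0.07 under these, and 0.00095 as reported.

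Of the 73 genes followed besides Mapk6, 56 kept direction and call under every alternative that tested them, except the 2-fold threshold. The other genes followed were near the threshold or near 0, and the cause was not tested. The 2-fold threshold removed 24 calls. Genes too low for the filter of 5 CPM in at least 4 libraries, such as Adcy10, were not tested under that filter. Upper-quartile factors gave Pnpla7 -0.0094 and mt-Co1 -0.044, and library sizes only gave Mapkapk5 0.070 and Csf1r 0.011, in each case the opposite sign of the reported value and not called. Leaving out each library in turn gave -0.069 to 0.025 for Mapkapk5, -0.15 to 0.087 for Csf1r and -0.019 to 0.081 for mt-Co1, none of them called. Plin4 was called lower under 8 alternatives, Adcy2 under 3 and Prkg2 under 2. Besides the 2-fold threshold, Ppara lost its call under 7, mt-Rnr2 and Cd36 under 4 each, Abhd5 under 2, and Foxo1 and Pik3cb only with library sizes alone, where Mapk3 was called higher (adjusted p = 0.00527 from edgeR). Mapk3 was called also without siNTC replicate 2 or 3, Elovl6 was called lower under 2 alternatives and Ppargc1a under 1.

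The replicate numbers do not pair the libraries: the correlation of same-numbered deviations was -0.016 to 0.055, and 1 of 4 numbers correlated best with its own. The replicate block gave 4501 higher and 4292 lower genes, 8 lower genes of Fig. 4A and 14 lower lipase and lipid droplet genes.

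In the kinase screen, restricting the hits to those kept in the paper's secondary screen raised the odds ratio of having a measured transcript from 1.32 to 2.51 (Fisher's exact two-sided p = 0.0479).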

Differences from the paper's values

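The paper measured relative expression by qPCR, and the values here are ratios of siErk3 to siNTC from RNA sequencing counts. For Atgl (Pnpla2) the paper's value is about 0.42 in Supplemental Fig. S4b and about 0.57 at 0 min in Supplemental Fig. S4h, both read by eye, and the value here is 0.17. None of the alternatives set before the data were examined (0.162 to 0.18) comes within 1.5 times of either. For Erk3 (Mapk6) the paper's value is about 0.26 in Supplemental Fig. S4b, read by eye, and the value here is 0.12, with no alternative (0.114 to 0.128) within 1.5 times. In Supplemental Fig. S2a the paper's value for Erk3 is about 0.08, read by eye, which lies on the other side of 0.12. The ratio of the 2 values is at the limit of 1.5 times, so the reading by eye decides whether they differ; with this reading DESeq2, RLE factors, upper-quartile factors, the stricter filter, and the fits without siNTC replicate 2, without siNTC replicate 3, without siErk3 replicate 1 and without siErk3 replicate 2 come within 1.5 times of it, and the other 12 alternatives do not. For Mk5 (Mapkapk5) the paper's value is about 0.65 at 0 min in Supplemental Fig. S4i, read by eye, and the value here is 0.989; upper-quartile factors and the fits without siNTC replicate 4 and without siErk3 replicate 1 come within 1.5 times of it, and the other 17 alternatives do not. For Mk5 in Supplemental Fig. S4b, and for FoxO1 and Erk1, the values did not differ by this measure.

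The vertical axis of the MA plot in Supplemental Fig. S4a is marked as siNTC over siErk3, while its lipolysis genes lie mostly below 0. In the counts Pnpla2 is lower in siErk3 (log2 fold change of -2.56, siErk3 over siNTC), and the authors' deposited fold changes have the same sign, so the plotted values run as siErk3 over siNTC.

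The paper states that expression of lipolysis genes requires Erk3. Of the 12 genes of Fig. 4A, 7 were lower here, 1 was higher and 4 were not called. Of these 4, Plin4 was called lower under 8 of the alternatives, Adcy2 under 3 (with the authors' p-values among them) and Prkg2 under 2. With upper-quartile factors 10 of the 12 were lower, and with library sizes only 6.

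The paper states that silencing of Mk5 reduced lipolysis in the primary screen. The paper's Supplemental Table S1 gives it a fold of 0.786 with p = 0.0190 and marks it negative. The fold is thus in the stated direction, and the difference lies only in the call. In separate assays the paper also reports lower release of fatty acids and glycerol after silencing of Mk5.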

Other observations

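The counts over other splits for the single lists, the seed control that keeps CG pairs, the values of single siRNAs and the choice of mitochondrial genes came only after the result was seen. The split test of all genes, the pooled seed test and the screen test were set before.

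Of 35 splits of the 8 libraries into 4 against 4, 1 (the real one) called 8745 genes in edgeR. The highest of the other splits called 0 (1435 at an unadjusted p under 0.05). A count of 1 in 35 is the smallest that this test can give, so it argues against chance without excluding it. Every other split mixed siErk3 and siNTC libraries. Since the other splits called 0 genes of any kind, the count of 1 split of 35 for the lower lipase and lipid droplet genes (13) and for the lower genes of Fig. 4A (7) was fixed by this and adds nothing for these lists.

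Of 13 thermogenic genes that the paper measured by qPCR in other cells and tissues, 6 were measured here, and Ucp1, Prdm16, Dio2 and Elovl3 were not among them. All 6 had log2 fold changes below 0 and none was called higher under any alternative, and since every split reaches a count of 0, the count of 35 of 35 splits decides nothing. Cox7a1, Cox8b, Cidea and Ppara were lower (log2 fold changes of -2.03, -0.81, -0.95 and -0.40), and Ppargc1a and Elovl6 were not called (-0.47 and -0.37). The call of Ppara was lost under 7 alternatives, DESeq2 among them (adjusted p = 0.0951), and Ppargc1a was called lower without siNTC replicate 4 (adjusted p = 0.0105 from edgeR). Of 7 measured genes in the list of Erk3 and its partners, 2 were lower and none was higher. With library sizes only 1 was lower and 3 were higher. Besides Mapk6 the lower gene was Foxo1 (-0.19, adjusted p = 0.00795 from edgeR), while Mapkapk5 and Mapk3 were not called (-0.02 and 0.12).

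Of 24 measured FOXO targets, 9 were higher and 10 were lower (list alone 9 and 10), with a median log2 fold change of -0.05 that was 0.04 with library sizes only. Of 33 genes of lipolysis signaling, 6 were higher and 14 were lower (9 and 12 with library sizes only, 3 and 18 with upper-quartile factors). Of 21 preadipocyte and matrix genes, 3 were higher and 14 were lower (4 and 11, and 2 and 14, under these scalings), and of 20 genes of cholesterol synthesis, 2 and 15 (3 and 13, and 1 and 16). Of 15 cell cycle genes, 2 were higher and 7 were lower, with Mki67 at -2.01. Of 14 ER stress genes, 7 were higher and 3 were lower (8 and 1 with library sizes only, 5 and 4 with upper-quartile factors), and of 14 p53 targets, 8 and 2. Of 12 macrophage and leukocyte genes, 3 were measured, with Cd14 and Cd68 higher (1.69 and 1.05, at 14.3 and 1.74 CPM in siErk3) and Csf1r not called. Of 10 endothelial genes, 1 was measured (Pecam1) and not called.

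Some members went against their list. Cpt1a rose by 1.28 and Acadl by 0.45 among genes of fatty acid oxidation, and Cd36 and Fabp5 rose by 0.19 and 0.34 among adipocyte genes (the call of Cd36 was lost with upper-quartile factors and in 3 of the fits without 1 library), where Adipoq fell by 0.83 and Acsl1, of fatty acid and triglyceride synthesis, fell by 1.45. Among the most abundant called genes, Fth1, mt-Rnr2, Mdm2 and mt-Rnr1 were higher (0.62, 0.30, 0.44 and 1.66), and Lpl, Scd2, Fabp4 and mt-Cytb were lower (-0.86, -0.73, -0.67 and -1.27). The call of mt-Rnr2 was lost with DESeq2 (adjusted p = 0.187) and, in edgeR, with upper-quartile factors, without siNTC replicate 3 or without siErk3 replicate 4 (adjusted p = 0.0714, 0.0952 and 0.156). Of the 13 protein genes encoded in mitochondria, 12 were lower and mt-Co1 was not called (0.03). Nuclear copies of mitochondrial genes can share their reads.

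The kinase screen of Supplemental Table S1 lists 4 siRNAs against Mapk6. The paper's text does not say whether the RNA sequencing used this pool. All 4 match the coding sequence in exon 6 of Mapk6, on chromosome 9 from 75388571 to 75388589, 75388295 to 75388313, 75389107 to 75389125 and 75388815 to 75388833. One of them also matches Gm49037 in full. No Pnpla2 transcript holds a site for the 7 bases at guide positions 2 to 8 of any of the 4, and the closest stretch of Pnpla2 to any of these guides has 6 mismatches over 19 bases.

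Seed matches of the Erk3 siRNAs in 3' UTRs were tested as a candidate explanation for lower genes. Among 12304 tested genes with an annotated 3' UTR, the 2965 genes with a seed site had a median log2 fold change lower than that of the others by a difference of -0.0189. In 1000 sets of shuffled seeds the difference was between -0.0154 and 0.0526, and in none was it as low, nor in 1000 sets that kept the number of CG pairs, a control added later. For single siRNAs the difference was -0.0502, -0.0716 and -0.0203 for siRNAs 2, 3 and 4, each below the central 95% of its shuffled seeds, and 0.011 for siRNA 1, within it (-0.0194 to 0.0441). The pooled difference is consistent with a small seed effect of some of these siRNAs, if this pool was used, and gives no size for a single gene.

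Hits that do not depend on expression of the target could arise in the screen. A measured transcript was found for 97 of 117 hits (82.9%) and 469 of 597 negatives (78.6%; odds ratio 1.32, Fisher's exact two-sided p = 0.32). With only the hits kept in the secondary screen it was 46 of 51 (90.2%, Fisher's exact two-sided p = 0.0479), so whether hits depend on expression is left open. Genes not measured here include those the authors' filter on low counts removed.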
